# Eucalyptus Wood Smoke Extract Elicits a Dose-Dependent Effect in Brain Endothelial Cells

**DOI:** 10.3390/ijms251910288

**Published:** 2024-09-24

**Authors:** Dorothy J. You, Bria M. Gorman, Noah Goshi, Nicholas R. Hum, Aimy Sebastian, Yong Ho Kim, Heather A. Enright, Bruce A. Buchholz

**Keywords:** wildfire smoke, wood smoke, climate change, brain endothelial cells, HBMEC, hCMEC/D3, nuclear factor erythroid 2-related factor 2 (NRF2), aryl hydrocarbon receptor (AhR)

## Abstract

The frequency, duration, and size of wildfires have been increasing, and the inhalation of wildfire smoke particles poses a significant risk to human health. Epidemiological studies have shown that wildfire smoke exposure is positively associated with cognitive and neurological dysfunctions. However, there is a significant gap in knowledge on how wildfire smoke exposure can affect the blood–brain barrier and cause molecular and cellular changes in the brain. Our study aims to determine the acute effect of smoldering eucalyptus wood smoke extract (WSE) on brain endothelial cells for potential neurotoxicity in vitro. Primary human brain microvascular endothelial cells (HBMEC) and immortalized human brain endothelial cell line (hCMEC/D3) were treated with different doses of WSE for 24 h. WSE treatment resulted in a dose-dependent increase in IL-8 in both HBMEC and hCMEC/D3. RNA-seq analyses showed a dose-dependent upregulation of genes involved in aryl hydrocarbon receptor (AhR) and nuclear factor erythroid 2-related factor 2 (NRF2) pathways and a decrease in tight junction markers in both HBMEC and hCMEC/D3. When comparing untreated controls, RNA-seq analyses showed that HBMEC have a higher expression of tight junction markers compared to hCMEC/D3. In summary, our study found that 24 h WSE treatment increases IL-8 production dose-dependently and decreases tight junction markers in both HBMEC and hCMEC/D3 that may be mediated through the AhR and NRF2 pathways, and HBMEC could be a better in vitro model for studying the effect of wood smoke extract or particles on brain endothelial cells.

## 1. Introduction

The total number and intensity of wildfires have been increasing globally in recent decades [1,2]. Particulate matter 2.5 (PM_2.5_), fine particles less than 2.5 μm, from wildfire smoke is a significant source of air pollution and poses a significant health hazard [3,4,5]. During the Canadian wildfire season in 2023, the peak wildfire PM_2.5_ level reached 317 μg/m^3^ in New Jersey, which is ten times higher than the 24 h average limit of the National Ambient Air Quality Standard [6]. It is well established that exposure to wildfire PM_2.5_ is associated with an increased risk for respiratory and cardiovascular diseases [7,8]. However, a recent study has shown that wildfire smoke exposure not only affects respiratory and cardiovascular systems but also affects cognitive and neurological functions [9]. Epidemiological data suggest that a high level of wood smoke exposure can be associated with an increased risk for Alzheimer’s disease, Parkinson’s disease, and dementia [10,11,12]. In addition, individuals who were exposed to the 2018 Camp Fire in California showed significant cognitive deficits, especially in interference processing and frontal brain function, when tested 6–12 months after the fire exposure [13]. More recently, wildfire smoke exposure has been shown to result in neuroinflammation, including proinflammatory phenotypes of microglia and peripheral immune cells, in the brains of normal C57BL/6 mice [14].

Inhaled particulate matter from different sources has been shown to enter the bloodstream or traverse the olfactory nerve directly to reach the brain [15,16]. Particulate matter from tobacco smoke and traffic-related air pollution have been shown to cause inflammatory responses in the brain and impairment of blood–brain barrier (BBB) homeostasis [17,18,19,20,21]. Inhaled vehicle traffic air pollution particles can be deposited in the hippocampal region of rats, whereas cigarette smoke can induce neuroinflammation that could be a secondary response to oxidative stress [20,22]. Furthermore, PM_2.5_-polluted human brain models created using a 3D microfluidic platform showed that PM_2.5_ can penetrate across the BBB and accumulate in brain tissue to cause inflammation [23]. The BBB is the gatekeeper of the brain, shielding the brain from toxic substances within the bloodstream while supplying the brain tissue with nutrients [24,25]. At the same time, the BBB also filters harmful compounds from the brain back into the bloodstream for metabolism and excretion [24,25]. Inflammation in the brain results in an increase in ICAM-1, VCAM-1, and selectin to recruit and control the adherence of monocytes and neutrophils to vessel walls affecting the integrity of the BBB [26,27,28,29]. BBB endothelial cells demonstrate a significant barrier function and are characterized by the presence of complex tight junctions, including occludin, claudins, and zonula occludens-1, -2 (ZO-1 and ZO-2), and the dysregulation of these proteins has been associated with altered BBB permeability [30]. Animal studies have shown that gasoline and diesel exhaust exposure resulted in dysregulation of tight junction protein expression including claudin-5 and occludin [31]. Similar studies observed that nicotine disturbed tight junction proteins, including claudin-1, -3, -5, and ZO-1 and ZO-2, and increased BBB permeability [32,33]. Thus, brain endothelial cells have been widely used as an in vitro model to identify specific mechanisms of neuroinflammation in the brain, and exposure to particulate matter from cigarette smoke, diesel exhaust, and fine dust particles resulted in inflammatory responses that disrupted the function, integrity, and permeability of the cells [23,32,34,35,36,37,38,39,40]. While studies have shown that exposure to different sources of particulates can elicit molecular and cellular changes in brain endothelial cells in vitro, no studies yet have shown how exposure to wildfire smoke or wood smoke can elicit cellular inflammatory responses in brain endothelial cells in vitro [34,35,36,37,38,39,40].

A complex mixture of chemicals in wildfire smoke hinders the interpretation of the exact mechanisms of toxicity compared to the other particulates, especially when using in vivo models [41,42]. Chemical analysis of the wildfire smoke from the 2018 Camp Fire in California showed varying levels of metals, organic carbon compounds, and phosphorous flame retardants that could cause DNA damage [43,44,45]. Furthermore, different stages of combustion, including flaming and smoldering phases, result in different compositions of smoke particles [46]. The smoldering phase of fire produces a larger amount of particulate matter and lasts longer, which can result in chronic exposure to smoke [46,47]. Moreover, a previous study has shown that smoldering eucalyptus wood smoke extract (WSE) resulted in the highest lung toxicity compared to other types of biomass smoke, including red oak and pine woods [46]. Thus, we decided to take an in vitro approach to determine the effect of WSE on brain endothelial cells for potential neurotoxicity.

The goal of this study is to investigate the acute effect of WSE in brain endothelial cells using both primary human brain microvascular endothelial cells (HBMEC) and immortalized human brain endothelial cell line (hCMEC/D3). Based on previous studies, we hypothesize that WSE will induce proinflammatory cytokine production and disturb the tight junctions in both HBMEC and hCMEC/D3. From our study, we found that both HBMEC and hCMEC/D3 treated with WSE for 24 h induce genes involved in the aryl hydrocarbon receptor (AhR) and nuclear factor erythroid 2-related factor 2 (NRF2) pathways to elicit IL-8 production dose-dependently.

## 2. Results

### 2.1. Dose-Dependent Increase in IL-8 Proinflammatory Cytokine Production in HBMEC and hCMEC/D3 Treated with WSE

HBMEC were treated with either 10, 30, or 50 µg/mL or 20, 70, or 100 µg/mL of WSE for 24 h (Figure 1).

The cytotoxicity of each treatment was measured by a lactate dehydrogenase (LDH) assay as described in the Materials and Methods Section. We found no significant cytotoxicity with 10, 20, 30, 50, or 70 µg/mL WSE, whereas 100 µg/mL WSE was significantly cytotoxic (Figure 2A and Supplementary Figure S1). Supernatants from HBMEC treated with WSE (20, 70, 100 µg/mL) were used in XL Proteome Profiler to identify and determine cytokine production. Only 1 proinflammatory cytokine out of 105 cytokines, IL-8, was significantly increased in 20 and 70 µg/mL of WSE compared to the control in XL Proteome Profiler. With a significant increase in cytotoxicity from treatment with 100 µg/mL of WSE in HBMEC, hCMEC/D3 was treated with 10, 30, or 50 µg/mL WSE for 24 h, and no significant cytotoxicity was found in the LDH assay (Figure 2B). The secreted IL-8 protein level was increased dose-dependently in HBMEC and hCMEC/D3 that were treated with 10, 30, or 50 µg/mL of WSE (Figure 2C,D). The dose-dependent effect on IL-8 production was much more significant compared to control and was much greater in HBMEC compared to hCMEC/D3 (Figure 2C,D).

### 2.2. Dose-Dependent Induction of Genes Related to AhR and NRF2 Pathways in HBMEC and hCMEC/D3 Treated with WSE

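RNA of HBMEC (primary human brain microvascular endothelial cells) and of the hCMEC/D3 line was sequenced after 24 h without WSE or with WSE at 3 doses. Each of the 8 groups holds 6 libraries, 2 from each of 3 experiments, 48 libraries in all. The dose of each library is labelled in µg/mL, the unit of the paper, while the protocol text of the same labels gives the doses in mg/mL and speaks of co-cultures, though each library is labelled with 1 cell type. The unit used here is µg/mL. The authors made the libraries with a stranded mRNA kit, aligned the reads to hg38 with STAR and counted them per gene with featureCounts. The analysis here starts from these counts. Of the genes in the table, 27745 were matched to a current gene symbol through their Entrez identifiers and 650 were not. Total counts per library ran from 8231316 to 42652765, with a median of 24361300. In HBMEC the median (range) was 23428009 (18829826 to 29366331) in controls, 27448495 (18278306 to 32825699) at 10 µg/mL, 24103400 (16995264 to 27358674) at 30 µg/mL and 23908385 (8231316 to 37669617) at 50 µg/mL. In hCMEC/D3 it was 26890904 (14165710 to 29048754), 20913100 (12639723 to 30042128), 25343037 (19689358 to 42652765) and 23642977 (15853772 to 27520835) in the same order. Counts were scaled with TMM, genes with few counts were dropped with filterByExpr, and the 4 groups of a cell type were fitted together with the quasi-likelihood test of edgeR. This left 14878 genes in HBMEC and 15935 in hCMEC/D3. A gene is called differentially expressed at an adjusted p under 0.05 with a change over 1.5-fold, the limits the paper states, and p values were adjusted with the Benjamini-Hochberg method. The paper used DESeq2, which was run beside edgeR. The authors left out 3 HBMEC libraries after principal component analysis, 2 at 30 µg/mL and 1 at 50 µg/mL. Their text does not say which, so all 6 libraries per group are kept here, and each library, each experiment, and each pair and trio that the authors' numbers allow was left out in turn. The libraries of an experiment are treated as separate replicates. The fits were repeated with the experiment as a block and with the libraries of an experiment summed. Levels are in CPM, given as mean and SD over 6 libraries, and locations are on GRCh38.p14.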

To better understand WSE-induced changes at the molecular level, we profiled transcriptional changes in both HBMEC and hCMEC/D3 treated with 10, 30, or 50 µg/mL WSE for 24 h using bulk RNA sequencing (RNA-seq). During the identification of differentially expressed genes (DEGs), we found that 57 genes were significantly upregulated in all doses of WSE treatment in HBMEC and a number of significantly increased genes were dose-dependently increased in HBMEC (Figure 3A). 

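In HBMEC, 90, 1312 and 1300 genes were higher than in controls at 10, 30 and 50 µg/mL in edgeR, and 85 of them were higher at all 3 doses. At 1 dose only 3, 414 and 402 were called, and 812 at 30 and 50 µg/mL but not at 10. DESeq2 gave 99, 1672 and 1387, with 92 at all 3 doses. Summing the libraries of each experiment gave 26 at all 3 doses and a test against a 1.5-fold change (glmTreat) 23, while the adjusted p without a limit on fold change gave 264. Without library 5 the number at 30 µg/mL was 804. Leaving out pairs at 30 µg/mL gave 637 to 2087 genes at that dose, and the trios with 1 further library at 50 µg/mL gave 77 to 136 at all 3 doses. Of the 1300 genes higher at 50 µg/mL, 993 (76.4%) had mean log2 CPM that rose at every step from control to 50 µg/mL. The selection at 50 µg/mL alone favours this order, so 20 data sets were simulated in which the 50 µg/mL group differed from controls as measured and the other doses did not. There the share averaged 22.1% and reached at most 25.4%. Each gene was simulated independently, so shifts shared by many genes of a library are not covered. A rise that levels off from 30 µg/mL was not simulated. In 20 further data sets without any effect of WSE, no gene was higher at all 3 doses. The log2 fold changes at 10 and 50 µg/mL had r = 0.67 over the 14878 genes, and those at 30 and 50 µg/mL r = 0.85, where the shared controls alone gave 0.50 and 0.50 in the data simulated without any effect. The 5 genes with the largest rise at 50 µg/mL were TREML3P (Entrez 340206), MIR27A, LUCAT1 (Entrez 100505994), MIR181A1HG (Entrez 100131234) and SFN (Entrez 2810). The first 4 had 3 counts or fewer in every control library, so only lower limits are given, at least 13.8-fold, 12.4-fold, 25.5-fold and 8.43-fold. These take the mean at 50 µg/mL as measured and do not cover its error. SFN went from 0.0584 to 2.17 (SD 0.658) CPM, log2 fold change 5.12 (SE 0.77, adjusted p 8.57e-06), in all 3 experiments. TREML3P and MIR27A each overlap another gene on the same strand and are uncertain. With an mRNA kit, counts at MIR27A are no measure of the mature microRNA.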

Only 15 genes were significantly upregulated in all doses of WSE treatment in hCMEC/D3, but a number of significantly upregulated genes also increased dose-dependently for hCMEC/D3 (Figure 3B). 

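The edgeR fit of hCMEC/D3 called 26, 157 and 255 genes higher at 10, 30 and 50 µg/mL. All 26 called at 10 µg/mL were called at the other doses too, 116 more were shared by 30 and 50 µg/mL, and 15 and 113 were called at those doses alone. DESeq2 gave 39, 158 and 265 genes with 37 at all 3 doses, and with the experiment as a block 42 were shared. A test against a 1.5-fold change (glmTreat) left 4. Summing the libraries of each experiment gave 0 at 10 µg/mL, where 223 were higher at an unadjusted p under 0.05, and so 0 at all 3 doses. Leaving out an experiment gave 16 to 22 at all 3 doses and leaving out 1 library 21 to 30. Without the limit on fold change, 37, 1400 and 2707 genes, higher or lower, had an adjusted p under 0.05, against 451, 6443 and 7301 in HBMEC. At an unadjusted p under 0.05 the numbers were 820, 3478 and 4634 in hCMEC/D3 and 2153, 7663 and 8247 in HBMEC. Of the 255 genes higher at 50 µg/mL, 170 (66.7%) rose at every step, against 25.7% on average and at most 30.8% in data simulated with a change at 50 µg/mL alone. The share was 82.4% with the size factors of DESeq2, so it depends on the scaling. Genes were simulated independently here too, so 30.8% is no limit for shifts that many genes share. Between doses, r of the log2 fold changes was 0.25 for 10 and 50 µg/mL, under the 0.50 that shared controls alone gave, and 0.67 for 30 and 50 µg/mL. TREML3P, with 3 counts or fewer in every control library, rose at least 18.0-fold at 50 µg/mL. The next largest rises were NMRAL2P (Entrez 344887) 4.49 (SE 0.26, adjusted p 3.23e-11), EPGN (Entrez 255324) 3.68 (SE 0.32, adjusted p 4.09e-08), AKR1C1 (Entrez 1645) 3.58 (SE 0.53, adjusted p 5.29e-05) and ANXA10 (Entrez 11199) 3.43 (SE 0.50, adjusted p 4.34e-05), as log2 fold changes that were positive in all 3 experiments. AKR1C1 has near-identical relatives, so its reads are uncertain.

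**Figure D1:**
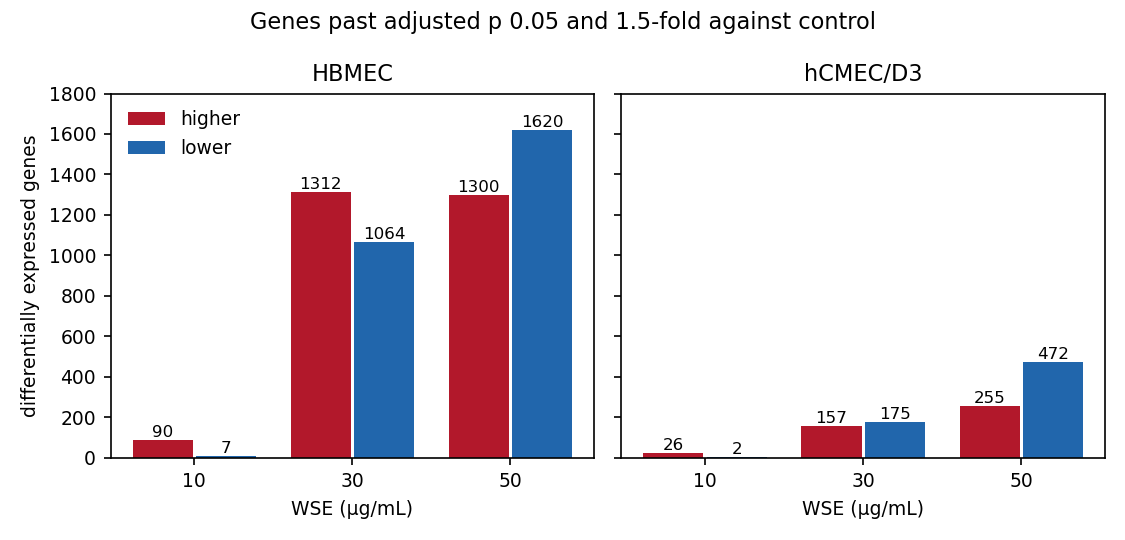
Genes higher and lower than in controls at each dose of WSE in HBMEC and hCMEC/D3, at an adjusted p under 0.05 and a change over 1.5-fold in edgeR, n = 6 libraries per group.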

Gene Ontology (GO) enrichment analyses were performed to determine the functions of DEGs in both HBMEC and hCMEC/D3 between the control and 50 µg/mL WSE groups. The GO enrichment analysis showed that genes upregulated in response to WSE were associated with similar biological processes for both HBMEC and hCMEC/D3, including xenobiotic metabolic processes, wound healing, responses to toxic substances, and cellular responses to oxidative stress (Figure 3C). 

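Enrichment over all Gene Ontology terms is not analysed here. At 50 µg/mL, 158 genes were higher in both cell types, where 19.1 would be shared by chance, and r between the log2 fold changes of HBMEC and hCMEC/D3 was 0.45 over 14373 genes. The 20 genes of Figure 3D, which the study chose from these same libraries and which are therefore no independent evidence, were tested as a set with camera at its preset correlation of 0.01, with camera at the correlation estimated from the data, and with fry, all from limma. In HBMEC 19 of the 20 had enough counts, with a median log2 fold change of 1.62 (camera adjusted p 8.98e-27, fry 9.59e-13, estimated correlation 0.00100). All 19 were called higher, and all 19 passed when adjusted over the list alone. In hCMEC/D3 16 could be tested, with a median log2 fold change of 1.34 (camera adjusted p 7.82e-55, fry 5.27e-15, estimated correlation 1.63e-08). Of these, 14 were called and 15 passed adjusted over the list alone. The log2 fold changes ran from 1.08 to 4.19 in HBMEC and from 0.27 to 2.27 in hCMEC/D3, and 17 of 19 and 10 of 16 genes rose at every dose step. With HBMEC against hCMEC/D3 as the contrast, the response was higher by a median log2 of 0.67 (camera adjusted p 3.11e-04), which holds under fry (2.08e-05) and not with the estimated correlation (0.0739).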

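Whether a gene responded differently in HBMEC and hCMEC/D3 at 50 µg/mL was tested as the interaction of cell type and WSE over the 24 control and 50 µg/mL libraries. Of 15903 genes, 874 had a higher and 914 a lower response in HBMEC at an adjusted p under 0.05 and a difference over 1.5-fold in edgeR, 3878 passed the adjusted p alone and 5490 an unadjusted p under 0.05. DESeq2 gave 894 and 945 genes, and leaving out an experiment gave 571 to 974 and 668 to 1100. Of the genes higher at 50 µg/mL, 158 were called in both cell types, which leaves 1142 called in HBMEC alone and 97 in hCMEC/D3 alone.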

Mononuclear cell proliferation, myeloid cell activation involved in immune response, endothelial cell differentiation, and regulation of T cell proliferation were only increased in HBMEC, while positive regulation of the mitogen-activated protein kinases cascade, glycoside metabolic process, and positive regulation of cytokine production were increased in hCMEC/D3 only. Many genes involved in response to toxic substances, including *CYP1A1*, *CYP1B1*, *GSR*, *NQO1*, and *TXNRD1*, increased dose-dependently in both HBMEC and hCMEC/D3 (Figure 3D).

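CYP1A1 (Entrez 1543, chromosome 15:74719542-74725528) went from 14.6 (SD 3.21) to 191 (SD 23.1), 337 (SD 220) and 257 (SD 93.0) CPM in HBMEC at 10, 30 and 50 µg/mL, so its mean did not rise from 30 to 50 µg/mL, with a log2 fold change at 50 µg/mL of 4.19 (SE 0.47, adjusted p 1.50e-07) in edgeR. In hCMEC/D3 it started at 0.995 (SD 0.407) CPM and reached 4.57 (SD 0.738), 2.20 (SE 0.23, adjusted p 4.80e-07). CYP1B1 (Entrez 1545, chromosome 2:38067509-38076151) went from 0.476 CPM to 0.772, 3.91 and 3.69 (SD 1.34) in HBMEC, 2.99 (SE 0.57, adjusted p 1.44e-04), and from 47.9 to 82.3, 108 and 125 (SD 18.7) in hCMEC/D3, 1.43 (SE 0.13, adjusted p 9.02e-08). Without control library 17 its mean in HBMEC controls was 0.257 CPM. It overlaps RMDN2-AS1 on the same strand, so its reads are uncertain. GSR (Entrez 2936, chromosome 8:30678066-30727846) rose from 77.9 (SD 3.61) to 150 (SD 48.8) and 159 (SD 35.2) CPM at 30 and 50 µg/mL in HBMEC, 1.11 (SE 0.17, adjusted p 1.27e-05), and from 53.9 (SD 6.12) to 118 (SD 10.3) and 125 (SD 13.9) in hCMEC/D3, 1.25 (SE 0.070, adjusted p 2.35e-11). NQO1 (Entrez 1728, chromosome 16:69709401-69726560) rose from 294 (SD 25.7) to 894 (SD 89.1), 1338 (SD 176) and 1475 (SD 121) in HBMEC, 2.39 (SE 0.077, adjusted p 1.17e-16). In hCMEC/D3 it went from 376 (SD 97.9) to 789 (SD 86.3), 1227 (SD 133) and 1211 (SD 150), 1.74 (SE 0.12, adjusted p 9.08e-10), with no further rise of the mean from 30 to 50 µg/mL. That order rests on library 40, with 910 CPM at 50 µg/mL against at least 1241 in each other library there. TXNRD1 (Entrez 7296, chromosome 12:104215779-104350307) had a log2 fold change of 1.43 (SE 0.15, adjusted p 4.82e-08) in HBMEC, where its mean reached 1581 (SD 386) and 1595 (SD 324) CPM at the 2 highest doses, and of 1.74 (SE 0.12, adjusted p 9.90e-10) in hCMEC/D3. All 5 genes were higher at 50 µg/mL in each of the 3 experiments of both cell types. The response was larger in HBMEC by a log2 difference of 2.00 (adjusted p 0.00144) for CYP1A1, 1.52 (adjusted p 0.0115) for CYP1B1 and 0.66 (adjusted p 0.00185) for NQO1. For CYP1A1 in HBMEC, the adjusted p over all alternatives that keep every library ran from 1.30e-20 to 0.00155. At 50 µg/mL library 8 held 73.5 CPM of it, against at least 263.5 in each other library there. The authors left out HBMEC libraries at 30 and 50 µg/mL, so the order of these doses in theirs is not known.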

Pathway analysis is critical for determining the potential signaling mechanisms involved in the induction of inflammatory cytokine production in these cells following WSE treatment. Pathway analysis for DEGs between the control and 50 µg/mL WSE groups using the WikiPathway database showed that similar pathways were significantly increased in both HBMEC and hCMEC/D3, including the NRF2 pathway, aryl hydrocarbon receptor pathway, nuclear receptor meta pathway, and ferroptosis (Figure 4A). 

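WikiPathways itself is not used here. The genes drawn in Figure 4B were tested as 3 sets, again chosen by the study on these libraries. Of the 8 AhR pathway genes 7 were tested in HBMEC at 50 µg/mL, with a median log2 fold change of 2.39 (camera adjusted p 1.75e-15, fry 3.04e-16, estimated correlation 1.18e-05), and all 7 were called higher. The 8 had, in hCMEC/D3, a median log2 fold change of 1.51 (camera adjusted p 6.44e-17, fry 1.93e-13, estimated correlation 3.04e-07), with 5 called and 6 past the limit adjusted over the list alone. The 24 NRF2 pathway genes were all tested and called in HBMEC, with a median log2 fold change of 1.52 (camera adjusted p 1.47e-35, fry 3.20e-12, estimated correlation 0.00109). In hCMEC/D3 the 23 tested had a median log2 fold change of 1.22 (camera adjusted p 5.22e-80, fry 1.71e-15, estimated correlation 2.96e-09), with 17 called and 19 past the limit adjusted over the list alone. All 11 ferroptosis genes were called in HBMEC, with a median log2 fold change of 1.75 (camera adjusted p 3.24e-17, fry 1.72e-10, estimated correlation 0.00588), and in hCMEC/D3, with a median log2 fold change of 2.02 (camera adjusted p 2.40e-59, fry 1.41e-13, estimated correlation 1.23e-07). Genes that rose at every dose step were 4 of 7, 20 of 24 and 10 of 11 in HBMEC, and 3 of 8, 13 of 23 and 9 of 11 in hCMEC/D3. The interaction was 1.27 for the AhR set (camera adjusted p 2.73e-06, estimated correlation 0.00134), 0.51 for the NRF2 set (7.16e-04, 0.260) and -0.11 for the ferroptosis set (0.994). These sets share genes and are not 3 separate results. From such rises in genes of xenobiotic metabolism, the paper proposes that the cells could be metabolizing the extract actively. It adds that these genes also have a known part in sensing when ROS and antioxidants are out of balance.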

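A list of 20 known p53 targets, fixed before any value was seen and headed by CDKN1A, MDM2 and BBC3, was tested in both cell types at 50 µg/mL. In hCMEC/D3 the median log2 fold change was -0.04 with 9 of 20 positive and 1 called higher (camera adjusted p 0.896), and 6 passed adjusted over the list alone. In HBMEC it was 0.17 with 4 called higher and 2 lower (0.271), and 15 passed adjusted over the list alone. The interaction was 0.13 (0.265). No call was made with fry or the estimated correlation in hCMEC/D3 (0.853 and 0.952), and in HBMEC they gave 0.00824 and 0.583. Camera and fry are from limma.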

The selenium micronutrient network, p53 transcription gene network, oxidative stress repones, iron metabolism disorders, and interleukin signaling pathways were increased in hCMEC/D3 only. 

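IL1B (Entrez 3553, chromosome 2:112829751-112836779) had at most 8 counts in any HBMEC library and was dropped there (adjusted p without the filter 0.552 in edgeR and 0.527 in DESeq2 at 50 µg/mL), and in hCMEC/D3 it rose from 33.4 (SD 13.4) to 54.8 (SD 4.65), 93.1 (SD 11.3) and 97.5 (SD 37.8) CPM, log2 fold change 1.59 (SE 0.21, adjusted p 1.60e-05) in edgeR. AHRR (Entrez 57491, chromosome 5:321714-438285) rose from 13.2 (SD 1.77) to 49.7 (SD 2.52) CPM in HBMEC, 1.99 (SE 0.12, adjusted p 1.77e-11), and from 37.1 (SD 4.72) to 51.1 (SD 4.98) in hCMEC/D3, 0.51 (SE 0.084, adjusted p 1.73e-04), which is under 1.5-fold, with an interaction of 1.48 (adjusted p 1.59e-08). Its reads are shared with the readthrough gene PDCD6-AHRR and are uncertain. HMOX1 (Entrez 3162, chromosome 22:35381096-35394207) went from 110 (SD 41.1) to 319 (SD 143), 1945 (SD 2026) and 1675 (SD 1314) in HBMEC, 4.04 (SE 0.61, adjusted p 9.45e-06), and from 22.6 (SD 5.13) to 28.7 (SD 2.29), 83.5 (SD 21.6) and 184 (SD 32.8) in hCMEC/D3, 3.05 (SE 0.18, adjusted p 5.22e-11). In HBMEC at 50 µg/mL library 8 held 4357 CPM of HMOX1 against at most 1173 in the other 5. GCLM (Entrez 2730, chromosome 1:93885199-93909430) had log2 fold changes of 1.52 (SE 0.17, adjusted p 1.99e-07) and 2.02 (SE 0.16, adjusted p 1.05e-08) in HBMEC and hCMEC/D3. FTL (Entrez 2512, chromosome 19:48965309-48966879) rose from 2024 (SD 202) to 4133 (SD 403), 7398 (SD 1808) and 8417 (SD 1005) in HBMEC, 2.13 (SE 0.14, adjusted p 7.48e-11), and from 724 (SD 97.8) to 1334 (SD 82.0), 2523 (SD 719) and 3093 (SD 555) in hCMEC/D3, 2.13 (SE 0.15, adjusted p 1.57e-09). FTH1 (Entrez 2495, chromosome 11:61964285-61967634) rose from 2374 (SD 433) to 9854 (SD 770) in HBMEC, 2.13 (SE 0.16, adjusted p 2.65e-10), and from 1249 (SD 81.7) to 4167 (SD 440) in hCMEC/D3, 1.77 (SE 0.084, adjusted p 2.07e-12). FTL and FTH1 have near-identical copies in the genome, so reads of each are uncertain. Each rise at 50 µg/mL was in all 3 experiments. At 10 µg/mL HMOX1 and GCLM in HBMEC had adjusted p 0.155 and 0.0860 for log2 fold changes of 1.55 and 0.55. With the experiment as a block these were 0.00551 and 0.0284, and with DESeq2 0.141 and 0.0313.

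**Figure D2:**
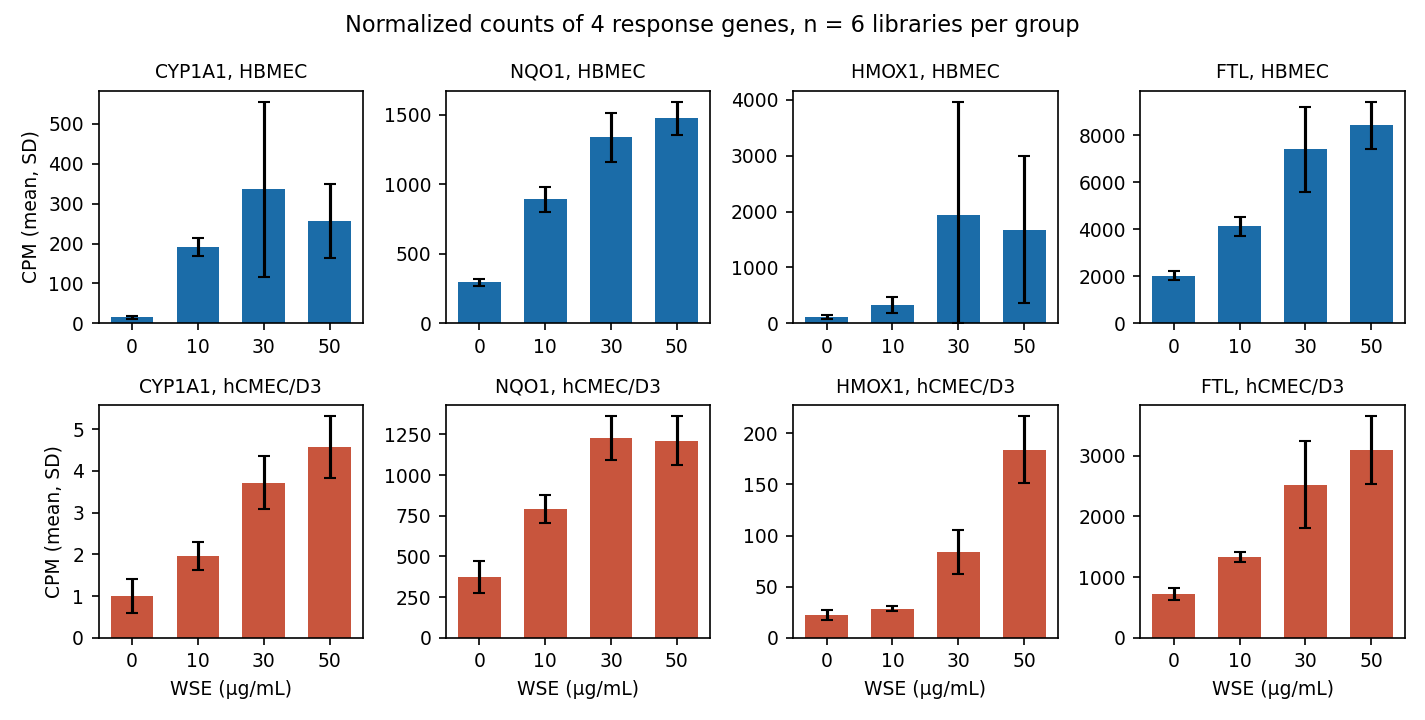
CYP1A1, NQO1, HMOX1 and FTL at each dose of WSE in HBMEC and hCMEC/D3, CPM as mean and SD of 6 libraries.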

Similar changes were observed in HBMEC and hCMEC/D3, showing a dose-dependent increase in transcripts that are involved in AhR pathway genes (e.g., *IL1B*, *NQO1*, *CYP1B1*, *CYP1A1*, and *AHRR*), NRF2 pathway genes (e.g., *HMOX1*, *GSR*, *GCLM*, *FTL*, *FTH1*, and *NQO1*), and ferroptosis genes (e.g., *GCLM*, *FTL*, and *FTH1*) (Figure 4B). Furthermore, other genes that significantly increased in HBMEC included *MIR222*, which has been indicated in brain injury, and *NPTX1*, *MIR27A*, and *MMP1*, genes shown to be upregulated when exposed to different types of smoke (Supplementary Figure S2) [48,49,50,51]. 

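MIR222 (Entrez 407007, chromosome X:45747015-45747124) had no counts in HBMEC controls and means of 0.0605, 0.805 and 0.757 (SD 0.968) CPM at 10, 30 and 50 µg/mL. It was dropped with the genes of few counts. Without that filter its adjusted p was 0.00954 at 30 and 0.00751 at 50 µg/mL in edgeR, and 7.12e-04 and 6.80e-04 in DESeq2. The rise was at least 5.65-fold at 30 µg/mL and 5.32-fold at 50 µg/mL, but these limits rest on single libraries. Without library 6 the mean at 30 µg/mL was 0.418 CPM and the limit 2.94-fold, and without library 8 those at 50 µg/mL were 0.366 CPM and 2.57-fold. NPTX1 (Entrez 4884, chromosome 17:80466834-80476607) rose from 0.414 (SD 0.223) to 5.96 (SD 7.18), 9.40 (SD 3.67) and 14.1 (SD 9.02) CPM in HBMEC, log2 fold change 5.08 (SE 0.75, adjusted p 6.27e-06) in edgeR, against 0.89 (SE 0.25, adjusted p 0.0151) in hCMEC/D3, an interaction of 4.19 (adjusted p 3.83e-06). MIR27A (Entrez 407018, chromosome 19:13836440-13836517), which lies inside the longer transcript MIR23AHG and is uncertain, had 3 counts or fewer in every HBMEC control library and rose at least 8.56-fold at 30 µg/mL and 12.4-fold at 50 µg/mL (adjusted p 9.01e-05). Without library 5 the limit at 30 µg/mL was 5.01-fold. In hCMEC/D3 no library held more than 3 counts. MMP1 (Entrez 4312, chromosome 11:102789919-102798160) rose from 1119 (SD 119) to 3662 (SD 472), 8858 (SD 2242) and 11744 (SD 1486) CPM in HBMEC, 3.46 (SE 0.16, adjusted p 1.03e-13), and from 2.20 (SD 1.30) to 8.89 (SD 3.51) in hCMEC/D3, 2.08 (SE 0.39, adjusted p 6.89e-04), an interaction of 1.31 (adjusted p 0.0117). NPTX1, MIR27A and MMP1 rose in all 3 experiments in HBMEC. The 3 genes tested in HBMEC had a median log2 fold change of 5.08, or 3.64 with MIR27A at its lower limit. The libraries were made with an mRNA kit, so counts at MIR222 and MIR27A are no measure of the mature microRNAs.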

Although many genes and pathways related to reactive oxygen species (ROS) production and metabolism were increased, no significant changes in ROS production were observed in HBMEC and hCMEC/D3 treated with different levels of WSE for 24 h from the DCFDA assay (Supplementary Figure S3).

### 2.3. Significantly Different Gene Ontology Terms Were Detected in Downregulated Genes between HBMEC and hCMEC/D3 Treated with WSE

We then compared downregulated genes between HBMEC and hCMEC/D3 treated with 10, 30, or 50 µg/mL WSE for 24 h. 

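Lower in HBMEC than in controls were 7, 1064 and 1620 genes at 10, 30 and 50 µg/mL in edgeR, and 6 at all 3 doses. At 1 dose only 1, 55 and 611 were called, and 1003 at 30 and 50 µg/mL. The 6 genes are DKK1, PCLAF, LAMP3, HMGB2, COL21A1 and MCM7, named after their values had been seen. DESeq2 gave 14, 1160 and 1784, with 14 at all 3 doses, and a test against a 1.5-fold change (glmTreat) gave 803 at 50 µg/mL, against 3478 with the adjusted p alone. The number at 10 µg/mL depends on single libraries and ran from 0 without library 3 to 14 without library 20. Leaving out libraries in any of the ways tried gave 1348 to 1944 genes at 50 µg/mL and 0 to 51 at all 3 doses. The largest falls at 50 µg/mL were in GJA4, GJA5, AQP1 (Entrez 358), E2F2 and GPC5 (Entrez 2262). AQP1 fell from 125 (SD 25.3) to 2.84 (SD 1.48) CPM, -5.40 (SE 0.57, adjusted p 5.12e-08), and GPC5 from 12.5 (SD 2.83) to 0.405 (SD 0.239), -4.86 (SE 0.39, adjusted p 1.15e-09), both in all 3 experiments. AQP1 overlaps another gene on the same strand and is uncertain.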

We found that 895 genes were significantly downregulated in 50 µg/mL WSE during the identification of DEGs, while only 4 of these genes were downregulated in all doses of WSE in HBMEC (Figure 5A). For hCMEC/D3, 220 genes were significantly downregulated in 50 µg/mL WSE while 1 gene was downregulated in all doses of WSE in hCMEC/D3 (Figure 5B). 

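In hCMEC/D3, 2, 175 and 472 genes were lower at 10, 30 and 50 µg/mL in edgeR, 1 of them, CLEC3B (Entrez 7123), at all 3 doses, and 154 were shared by 30 and 50 µg/mL alone. DESeq2 gave 4, 223 and 541 genes and the experiment as a block 3, 309 and 613. At 50 µg/mL, summing the libraries of an experiment gave 151 and glmTreat 65, and the adjusted p alone 1353. At 30 µg/mL 108 remained without library 25 and 112 without library 45. The 2 genes at 10 µg/mL became 0 without library 25, 27, 36, 42 or 44 and 1 without library 28, 34, 41 or 43. Leaving out an experiment gave 324 to 1135 genes at 50 µg/mL. The largest falls at 50 µg/mL were EDN2 (Entrez 1907) from 8.44 (SD 5.92) to 0.334 (SD 0.232) CPM, log2 fold change -4.64 (SE 0.66, adjusted p 3.43e-05), CA9 (Entrez 768) from 31.6 (SD 22.6) to 1.99 (SD 1.04), -3.99 (SE 0.63, adjusted p 1.23e-04), CLEC3B from 2.44 (SD 1.00) to 0.272 (SD 0.103), -3.13 (SE 0.40, adjusted p 9.67e-06), ADAM8 -2.77 (SE 0.49, adjusted p 3.52e-04) and DEPP1 (Entrez 11067) -2.67 (SE 0.39, adjusted p 4.21e-05), each in all 3 experiments. CLEC3B overlaps EXOSC7 on the same strand and is uncertain.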

For both HBMEC and hCMEC/D3, all downregulated changes were dose-dependent. 

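Of the genes lower at 50 µg/mL, the mean log2 CPM fell at every step from control through 10 and 30 to 50 µg/mL for 1292 of 1620 (79.8%) in HBMEC and for 411 of 472 (87.1%) in hCMEC/D3. In data simulated with a change at 50 µg/mL alone the shares averaged 20.0% and 24.1% and were at most 21.7% and 26.5%. The simulated genes varied independently, so shifts shared by many genes are not covered. A fall that levels off from 30 µg/mL was not simulated. A linear trend over the 4 doses in edgeR gave 4431 rising and 3886 falling genes in HBMEC at an adjusted p under 0.05, and 1644 rising and 1683 falling in hCMEC/D3.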

GO enrichment analyses between control and 50 µg/mL WSE showed that distinct terms were downregulated in HBMEC and hCMEC/D3, unlike what we observed in the upregulated genes. 

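At 50 µg/mL, 147 genes were lower in both cell types, where 41.9 would be shared by chance, so 1473 were called in HBMEC alone and 325 in hCMEC/D3 alone. A gene called in 1 cell type and not the other is not thereby different between them. The interaction of cell type and WSE in edgeR had 914 genes with a lower response in HBMEC and 874 with a higher one.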

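Cellular component terms are not analysed here. Gene families of the same structures were tested with camera and fry from limma instead, fixed before the values were seen. The 11 subunits of the MCM and GINS complexes of the replication fork had a median log2 fold change of -2.03 (camera adjusted p 3.11e-30, fry 7.46e-13, estimated correlation 0.00110) in HBMEC at 50 µg/mL, all 11 were called lower and passed adjusted over the list alone, and all 11 fell at every dose step. The 20 centromere proteins had a median log2 fold change of -1.47 (camera adjusted p 4.00e-15, fry 1.47e-10, estimated correlation 0.0176), with 15 called lower, and 18 passed adjusted over the list alone. The 36 kinesins, motors of microtubules, had a median log2 fold change of -0.11 (camera adjusted p 0.00110, fry 3.87e-07, estimated correlation 0.172), with 14 called lower, 1 higher and 20 past the limit adjusted over the list alone. For the MCM and GINS subunits hCMEC/D3 had a median log2 fold change of -0.39 (camera adjusted p 4.80e-07, fry 0.00101, estimated correlation 0.135), with 0 called and 8 past the adjusted p alone. Centromere proteins had -0.15 (0.0609) and kinesins 0.03 (0.0266). The interaction was -1.63 for the MCM and GINS subunits (1.41e-32), -1.37 for centromere proteins (8.94e-23) and -0.33 for kinesins (3.31e-06).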

For cellular components, HBMEC resulted in a significant decrease in genes involved in DNA replication, spindle pole, replication fork, microtubule, condensed chromosome, and the chromosomal region, whereas hCMEC/D3 resulted in a decrease in genes involved in the external side of the plasma membrane and collagen trimmer (Supplementary Figure S4A). Genes involved in the collagen-containing extracellular matrix were downregulated in both HBMEC and hCMEC/D3 (Supplementary Figure S4A). 

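Collagen chains stand for this matrix here. In HBMEC at 50 µg/mL the 27 tested of 44 had a median log2 fold change of -0.49 (camera adjusted p 0.00310, fry 6.98e-05, estimated correlation 0.322). Of these, 7 were called lower and 1 higher, 11 passed adjusted over the list alone and 11 fell at every dose step. The 36 tested in hCMEC/D3 had a median log2 fold change of -0.42 (camera adjusted p 0.00159, fry 0.0589, estimated correlation 0.424). Of these, 3 were called lower, 6 passed adjusted over the list alone and 15 fell at every step. The interaction was 0.11 (0.949). Camera and fry are from limma. At 30 µg/mL the set had adjusted p 0.104 in HBMEC (median -0.22) and 0.0651 in hCMEC/D3 (-0.32).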

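Biological process terms are not analysed here. The 41 chemokine ligands of the table had 18 tested in hCMEC/D3 at 50 µg/mL, with a median log2 fold change of -0.35 (camera adjusted p 0.274, fry 0.202, estimated correlation 0.614). There 3 were called higher and 2 lower, and 7 passed adjusted over the list alone. In HBMEC the 14 tested had a median log2 fold change of -0.52 (camera adjusted p 0.291, fry 0.00106, estimated correlation 0.465), with 2 called higher and 5 lower, 8 past the limit adjusted over the list alone, and an interaction of -0.11 (0.949). The phase markers held in Seurat 5.3.0, a list from other data, gave for the 43 genes of S phase a median log2 fold change of -2.03 (camera adjusted p 9.74e-49, fry 7.47e-12, estimated correlation 0.00535) in HBMEC, with 37 called lower and 43 past the limit adjusted over the list alone. The 54 genes of G2/M had a median log2 fold change of -2.69 (camera adjusted p 1.87e-42, fry 2.81e-10, estimated correlation 0.0312), with 51 called lower and 53 adjusted over the list alone. In hCMEC/D3 the same sets had a median log2 fold change of -0.22 (camera adjusted p 7.53e-08, fry 0.0171, estimated correlation 0.321), and a median log2 fold change of -0.29 (camera adjusted p 5.15e-15, fry 0.00119, estimated correlation 0.135), with 2 genes of each called lower and 20 and 34 past the limit adjusted over the list alone. The interactions were -1.52 (3.14e-57, estimated correlation 0.00855) and -2.43 (6.09e-51, 0.0281). Camera and fry are from limma.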

When comparing biological processes, genes involved in cell cycle checkpoint signaling, the regulation of cell cycle phase transition, organelle fission, and DNA replication were decreased in HBMEC, whereas hCMEC/D3 showed a decrease in genes involved in leukocyte migration, the regulation of innate immune response, chemokine production, and humoral immune response for biological processes (Supplementary Figure S4B). No biological processes overlapped between HBMEC and hCMEC/D3 for downregulated genes. Furthermore, pathway analysis showed a significant decrease in the cell cycle and many of the genes related to the cell cycle (e.g., DNA replication and G1-to-S cell cycle control) in HBMEC, whereas hCMEC/D3 exhibited a decrease in the leukotriene metabolic pathway, angiogenesis, and complement and coagulation cascade (Figure 5C). 

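Over the doses, the S phase genes in HBMEC had median log2 fold changes of -0.33 at 10 and -1.45 at 30 µg/mL (camera of limma, adjusted p 1.75e-16 and 3.37e-44), with 41 of 43 falling at every step to 50 µg/mL, and the G2/M genes -0.51 and -2.30 (1.41e-20 and 9.05e-44), with 52 of 54 falling at every step. At 10 µg/mL the estimated correlation made no call (0.148 and 0.179). In hCMEC/D3 at 30 µg/mL they were -0.05 (0.394) and -0.33 (2.14e-18). A list of 28 genes of complement and coagulation, fixed before the values were seen, had 26 tested in hCMEC/D3 at 50 µg/mL, with a median log2 fold change of -0.41 (camera adjusted p 0.0422, fry 0.00403, estimated correlation 0.200). There 1 was called higher and 4 lower, 8 passed adjusted over the list alone, and 13 fell at every step. In HBMEC it had a median log2 fold change of -0.04 (camera adjusted p 0.697, fry 0.148, estimated correlation 0.768), with 10 past the limit adjusted over the list alone, and the interaction was 0.28 (0.105), with 0.0144 when the experiment was a block and 0.00218 to 0.271 over all alternatives that keep every library. The leukotriene and angiogenesis pathways are not analysed here.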

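The 34 genes of Figure 5D, among them MCM2, CDC45, CCNB1, CDK1 and PCNA, were all lower in HBMEC at 50 µg/mL, with log2 fold changes from -4.98 to -1.09 and a median log2 fold change of -2.17 (camera adjusted p 1.23e-45, fry 6.70e-12, estimated correlation 0.00588). All 34 were called and all 34 fell at every dose step. The study chose them from these libraries, so they are no independent evidence. Camera and fry are from limma. Log2 fold changes in hCMEC/D3 ran from -0.93 to 0.19, with a median log2 fold change of -0.26 (camera adjusted p 7.69e-08, fry 0.00340, estimated correlation 0.200). There 30 of 34 were negative, 1 was called lower, 14 passed the adjusted p without the fold limit and 17 adjusted over the list alone, and 12 fell at every step. The interaction had a median log2 fold change of -1.98 (camera adjusted p 6.09e-51, fry 1.56e-08, estimated correlation 0.00584), with 33 genes lower in HBMEC.

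**Figure D3:**
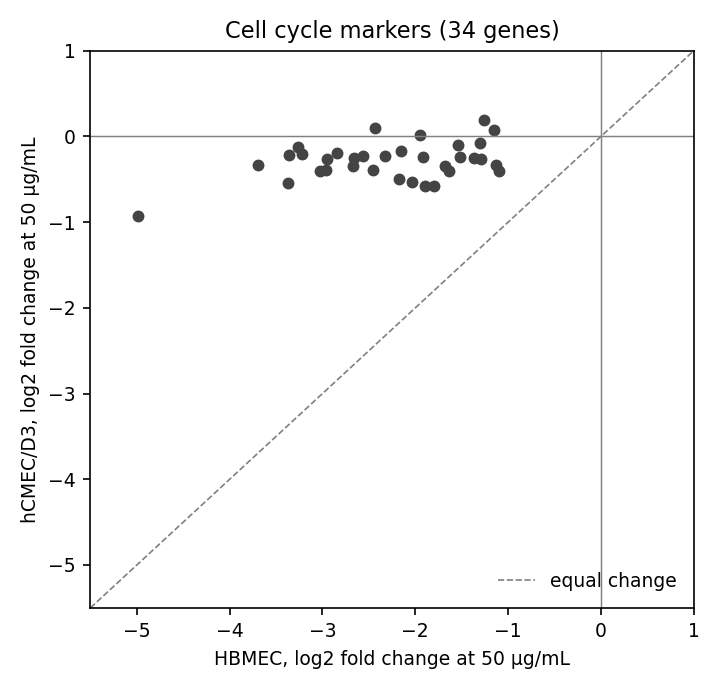
Log2 fold change at 50 µg/mL WSE of 34 cell cycle genes in HBMEC and hCMEC/D3, 1 point per gene, with the line of equal change.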

Most of the cell cycle markers were consistently decreased dose-dependently in HBMEC while no significant changes were observed in hCMEC/D3 (Figure 5D). Some of the genes related to cell cycle arrest and senescence were examined, including *CDKN1A*, *CDKN2A*, *CKDN2B*, *E2F1*, *E2F2*, and *DHFR* (Supplementary Figure S5) [52,53,54,55,56,57]. Senescence is a stable cell cycle arrest and hallmark of aging, but different stimuli or cellular stressors can induce senescence [58]. 

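CDKN1A (Entrez 1026, chromosome 6:36676463-36687332) rose in HBMEC from 315 (SD 39.6) to 383 (SD 40.8), 652 (SD 231) and 786 (SD 125) CPM, log2 fold change 1.39 (SE 0.18, adjusted p 1.35e-06) in edgeR. In hCMEC/D3 it went from 156 (SD 37.1) to 244 (SD 51.0), 0.69 (SE 0.18, adjusted p 0.00960), which is called too, and the alternatives that keep every library gave adjusted p from 1.06e-04 to 0.156, and the interaction was 0.72 (adjusted p 0.0173). CDKN2B (Entrez 1030, chromosome 9:22002903-22009313) rose in HBMEC from 10.9 (SD 2.06) to 26.8 (SD 6.57), 1.38 (SE 0.29, adjusted p 3.42e-04), and not in hCMEC/D3, -0.11 (SE 0.062, adjusted p 0.257), where leaving out library 40 gave adjusted p 0.0398, an interaction of 1.50 (adjusted p 6.10e-06). CDKN2A (Entrez 1029, chromosome 9:21967752-21995324) was lower in HBMEC, -0.68 (SE 0.1, adjusted p 6.62e-06), and in hCMEC/D3, -0.28 (SE 0.066, adjusted p 0.00439), an interaction of -0.39 (adjusted p 0.0161). It overlaps CDKN2B-AS1 on the other strand. E2F1 (Entrez 1869, chromosome 20:33675477-33686385) fell from 26.9 (SD 2.40) to 5.69 (SD 1.82) in HBMEC, -2.16 (SE 0.16, adjusted p 4.18e-10), against -0.17 (SE 0.12, adjusted p 0.397) in hCMEC/D3, an interaction of -1.98 (adjusted p 1.61e-06). E2F2 (Entrez 1870, chromosome 1:23505212-23531233) fell from 4.89 (SD 0.538) to 0.145 (SD 0.0771) in HBMEC, -4.98 (SE 0.47, adjusted p 1.22e-08), and from 11.3 (SD 2.76) to 5.74 (SD 1.68) in hCMEC/D3, -0.93 (SE 0.20, adjusted p 0.00232), an interaction of -4.04 (adjusted p 3.45e-08). Experiments with the direction of the mean were 3 and 3 of 3 for CDKN1A and E2F2 in hCMEC/D3 and 3 of 3 for these genes in HBMEC.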

An increase in *CDKN1A* and *CDKN2B* and a decrease in *DHFR, E2F1,* and *E2F2* were significant between the control and 50 µg/mL WSE treatment groups in HBMEC only (Supplementary Figure S5).

### 2.4. HBMEC Express Increased Levels of Tight Junction Markers Compared to hCMEC/D3

To better understand the differences observed in the two endothelial cell types we used in the study, we compared untreated controls between HBMEC and hCMEC/D3 using RNA-seq analyses. 

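The 6 control libraries of HBMEC and the 6 of hCMEC/D3 were scaled together and fitted in edgeR with the tests described for WSE, and 14909 genes had enough counts. Of these, 2865 were higher in HBMEC and 3526 in hCMEC/D3 at an adjusted p under 0.05 and over 1.5-fold, 11078 passed the adjusted p alone and 11321 an unadjusted p under 0.05. DESeq2 gave 3101 and 4695, and leaving out libraries 2609 to 3199 and 3245 to 3687. HBMEC are primary cells and hCMEC/D3 a line, so the contrast also holds every difference of donor, culture and passage.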

The volcano plot shows that primary HBMEC express significantly higher endothelial cell markers, including *PECAM-1*, known to play an important role in the tight junctions of endothelial cells, whereas hCMEC/D3 expresses genes related to synapse formation such as *NRXN1*, *DRD4*, and *NTF4* (Figure 6A) [59]. These patterns were also observed when GO enrichment analyses were performed between untreated HBMEC and hCMEC/D3 controls. 

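PECAM1 (Entrez 5175, chromosome 17:64319415-64390860) had 2266 (SD 209) CPM in HBMEC controls and 53.6 (SD 12.6) in hCMEC/D3 controls, a log2 difference of 5.46 (SE 0.14, adjusted p 3.37e-12) in edgeR, and the ranges over libraries, 1988 to 2557 and 31.8 to 66.5, do not meet. DRD4 (Entrez 1815, chromosome 11:637269-640706) had 0.0504 CPM in HBMEC and 0.596 (SD 0.275) in hCMEC/D3 and was dropped with the genes of few counts. Every HBMEC library held 3 counts or fewer, so it was at least 4.19-fold higher in hCMEC/D3 (adjusted p without the filter 3.17e-04 in edgeR and 9.77e-06 in DESeq2). NTF4 (Entrez 4909, chromosome 19:49058284-49065035) had at most 8 counts in any control library, 0.0165 CPM against 0.131, and was dropped too (adjusted p without the filter 0.0200 in edgeR and 0.0335 in DESeq2). Its reads are uncertain, since another gene overlaps it on the same strand. Over the 24 hCMEC/D3 libraries of all doses, DRD4 followed a score of 14 astrocyte and neuron markers such as GFAP, AQP4, NEFL and STMN2, with Pearson r = 0.60 (permutation p 0.00170, adjusted 0.00204 over 18 relations, Spearman rho 0.66, 0.63 without the 2 farthest, 0.55 to 0.72 within experiments), and GFAP in the hCMEC/D3 controls ran from 3.46 to 362 CPM.

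**Figure D4:**
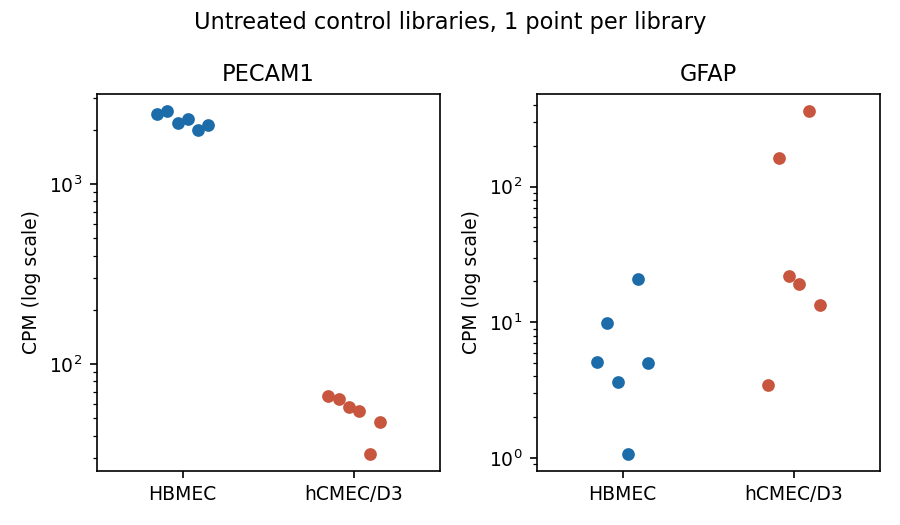
PECAM1 and GFAP in the untreated control libraries of HBMEC and hCMEC/D3, CPM on a log scale, 1 point per library.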

Gene counts were significantly higher for epithelium development, vasculature development, and angiogenesis for HBMEC, whereas neuron development, neuron projection development, and synaptic signaling were higher in hCMEC/D3 (Figure 6B,C). Both had increased locomotion, cell adhesion, and chemotaxis. 

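The enrichment itself is not analysed here. The 7 endothelial genes labelled in Figure 6A had a median log2 fold change of 5.15 (camera adjusted p 8.55e-18, fry 3.61e-13, estimated correlation 0.00162) between controls in limma, all 7 higher in HBMEC and all past the limit adjusted over the list alone. Of the 8 genes labelled there for synapses, 4 could be tested, with a median log2 fold change of -3.45 (camera adjusted p 0.493, fry 0.0273, estimated correlation 0.839). Both sets were drawn by the study from these libraries. The preset correlation and fry part for the synapse genes, whose level differs between the 6 hCMEC/D3 control libraries.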

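In controls TJP1 (Entrez 7082, chromosome 15:29699367-29969049) had 158 (SD 4.59) CPM in HBMEC and 132 (SD 13.7) in hCMEC/D3, a log2 difference of 0.30 (SE 0.041, adjusted p 1.93e-05) in edgeR. CLDN5 (Entrez 7122, chromosome 22:19523024-19525337) had 183 (SD 30.7) CPM in HBMEC and 0.733 (SD 0.285) in hCMEC/D3, 7.96 (SE 0.19, adjusted p 2.13e-12). The log2 difference was 0.16 (SE 0.039, adjusted p 0.00209) for VCL (Entrez 7414, chromosome 10:73998116-74121363) and 0.03 (SE 0.038, adjusted p 0.420) for AFDN (Entrez 4301, chromosome 6:167826564-167972023). It was 0.59 (SE 0.047, adjusted p 1.48e-07) for CTNNA1 (Entrez 1495, chromosome 5:138753425-138935034), 0.30 (SE 0.063, adjusted p 8.12e-04) for CTNNB1 (Entrez 1499, chromosome 3:41199505-41240443) and 0.69 (SE 0.057, adjusted p 2.15e-07) for RPS13 (Entrez 6207, chromosome 11:17074388-17077667), which contains a small RNA gene on its own strand and is uncertain. Under the limit of 1.5-fold, 0.58 on the log2 scale, lay TJP1, VCL, AFDN and CTNNB1, and over it CLDN5, CTNNA1 and RPS13. Over all alternatives that keep every library the adjusted p ran from 0.0729 to 0.810 for AFDN and from 1.32e-04 to 0.0522 for VCL.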

Although there were some differences in biological processes between HBMEC and hCMEC/D3, both cells exhibited similar endothelial cell and tight junction markers, including *ZO-1,2 (TJP1,2), CLDN-5*, *VCL*, *AFDN*, *CTNNA-A1*, *B1*, and *RPS13* (Figure 6D,E) [60]. However, HBMEC had higher expression of most endothelial cell and tight junction markers, including *CLDN-5*, *PECAM-1*, *ZO-1*, and *ZO-2* (*TJP1* and *TJP2*) compared to hCMEC/D3.

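Of the 21 genes of Figure 6D, 20 could be tested between controls. The log2 difference was positive, so higher in HBMEC, for 15 of them, and 8 were called higher and 3 lower, with a median log2 fold change of 0.30 (camera adjusted p 0.00132, fry 6.58e-10, estimated correlation 0.190). Camera and fry are from limma. Of the list 17 passed adjusted over the list alone. The call holds under fry and not with the estimated correlation. OCLN (Entrez 100506658) is among the genes higher in hCMEC/D3, with 13.5 (SD 4.69) CPM against 7.88 (SD 0.685), -0.72 (SE 0.17, adjusted p 0.00223) in edgeR. Together with the response to WSE, the paper proposes from this comparison that HBMEC could be the better model for work on WSE in brain endothelium.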

### 2.5. Changes in Tight Junction and Gap Junction Markers in HBMEC and hCMEC/D3 Treated with WSE

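GJA4 (Entrez 2701, chromosome 1:34792999-34795747) fell in HBMEC from 18.1 (SD 7.86) to 6.14 (SD 1.19), 0.924 (SD 0.688) and 0.174 (SD 0.206) CPM, log2 fold change -6.57 (SE 0.63, adjusted p 1.40e-08) in edgeR and exact p 0.00926 over all arrangements of control and 50 µg/mL within experiments, the smallest such a test can give. GJA5 (Entrez 2702, chromosome 1:147756199-147773351) fell from 1.32 (SD 1.40) to 0.597, 0.0892 and 0.0122 (SD 0.0197). No library at 50 µg/mL held more than 3 counts, so it was at least 8.29-fold lower (adjusted p 6.06e-06). Without control library 1 its control mean was 0.824 CPM and the limit 5.19-fold, and without library 7 the mean of GJA4 at 50 µg/mL was 0.103. OCLN (Entrez 100506658, chromosome 5:69492547-69558104) fell from 7.88 (SD 0.685) to 6.82 (SD 0.769), 5.64 (SD 1.60) and 4.60 (SD 1.00), -0.71 (SE 0.15, adjusted p 4.09e-04), exact p 0.00926, and the adjusted p over the alternatives was 1.71e-05 to 0.0200. These 3 genes were lower in all 3 experiments. TJP1 had 158 (SD 4.59) to 146 (SD 6.60), 152 (SD 9.88) and 158 (SD 6.72), 0.07 (SE 0.042, adjusted p 0.164), exact p 0.907.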

RNA-seq analyses showed that HBMEC treated with different levels of WSE for 24 h resulted in a significant decrease in gap junction markers, including *GJA4* and *GJA5*, and a significant decrease in tight junction markers, including *OCLN* and ZO-2/*TJP2*, while no significant changes were observed for *ZO-1/TJP1* (Figure 7A and Supplementary Figure S6) [60,61]. When examining hCMEC/D3 treated with WSE, a significant decrease in tight junction markers, including *ZO-2/TJP2* and *PECAM-1*, and a slight decrease in ZO*-1/TJP1* (*p*-value: 0.056) and the gap junction markers *GJA4* and *GJA5* were observed (Figure 7A and Supplementary Figure S6). 

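PECAM1 fell in hCMEC/D3 from 53.6 (SD 12.6) to 42.2 (SD 5.63), 30.6 (SD 4.94) and 21.3 (SD 3.88) CPM, log2 fold change -1.28 (SE 0.13, adjusted p 5.61e-07) in edgeR, exact p 0.00926, in all 3 experiments, while in HBMEC it was 0.03 (SE 0.14, adjusted p 0.863), exact p 0.963, with the sign changing to -0.01 without library 7, 16 or 17, and the interaction was 1.32 (adjusted p 7.14e-06). TJP1 went from 132 (SD 13.7) to 127 (SD 6.25), 119 (SD 10.5) and 114 (SD 13.6), -0.16 (SE 0.067, adjusted p 0.107), unadjusted p 0.0252 and exact p 0.120, lower in 2 of 3 experiments. Its adjusted p was 0.0560 with DESeq2 and 0.0860 with the experiment as a block, 0.0163 to 0.414 over all alternatives that keep every library, and the interaction was 0.24 (adjusted p 0.0346). GJA4 held at most 2 counts and GJA5 at most 1 in any hCMEC/D3 library, so both were dropped there, with adjusted p 0.868 and 1.00 without the filter and none in DESeq2. OCLN was 0.20 (SE 0.24, adjusted p 0.684) there, an interaction of -0.89 (adjusted p 0.0248).

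**Figure D5:**
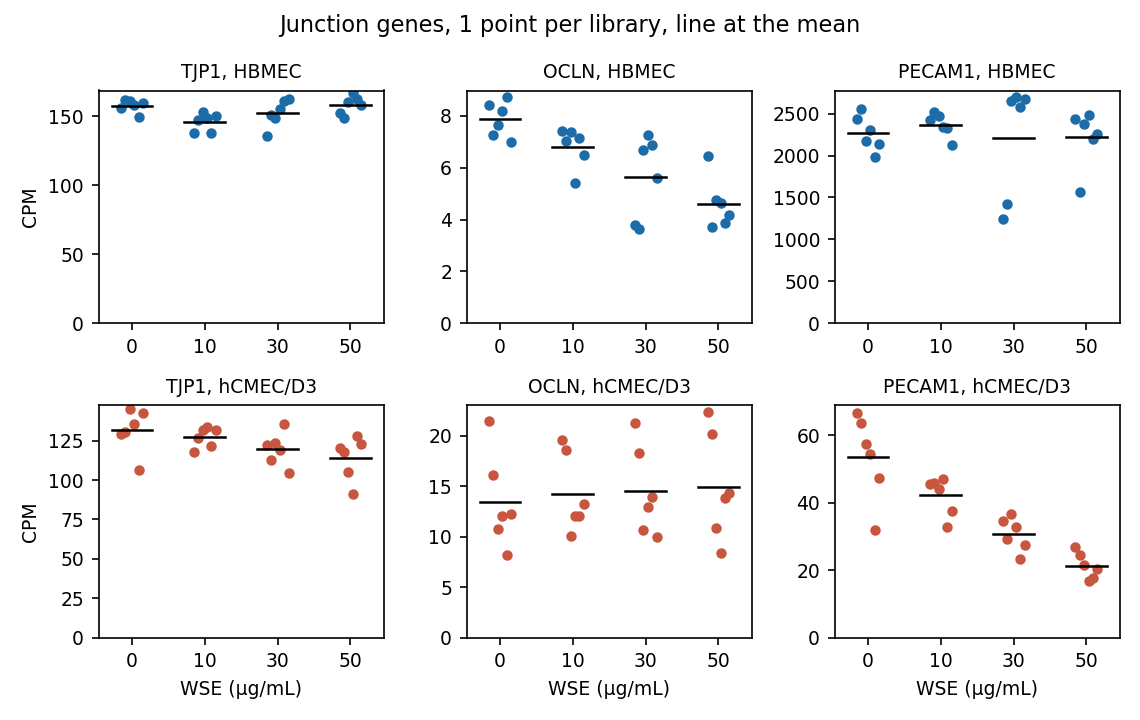
TJP1, OCLN and PECAM1 at each dose of WSE in HBMEC and hCMEC/D3, CPM with 1 point per library and a line at the mean.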

Studies have shown that lithium chloride (LiCl) treatment can stabilize ZO-1 while the Gram-negative bacteria endotoxin, lipopolysaccharide (LPS), can destabilize ZO-1 in endothelial cells [62,63]. Thus, LiCl and LPS were used as positive and negative controls to stabilize and destabilize the ZO-1 in both HBMEC and hCMEC/D3 accordingly. While immunocytochemistry (ICC) images showed that there was a decreasing trend in ZO-1 expression with WSE treatment for 24 h in HBMEC, no significant changes were found through analysis on ImageJ (Figure 7B). No significant changes in ZO-1 expression level were observed through ICC in hCMEC/D3 treated with WSE for 24 h (Figure 7C).

## 3. Discussion

The goal of this study was to determine the acute effect of WSE in both HBMEC and hCMEC/D3. Based on previous studies on the effect of different PM sources in the brain and in brain endothelial cells, we hypothesized that WSE can induce proinflammatory cytokine production and disturb tight junctions in brain endothelial cells. From this study, we found that both HBMEC and hCMEC/D3 treated with WSE for 24 h resulted in a dose-dependent increase in IL-8 production and genes related to response to toxic substances, AhR pathway genes, and NRF2 response genes, but dose-dependent changes were much more prominent in HBMEC compared to hCMEC/D3. In contrast to upregulated genes, we found that downregulated changes were significantly different between HBMEC and hCMEC/D3. HBMEC showed a downregulation of genes that were related to the cell cycle while hCMEC/D3 showed a downregulation of immune response-related genes. Moreover, a comparison of untreated controls between HBMEC and hCMEC/D3 from RNA-seq analyses showed that HBMEC exhibited a higher number of tight junction and endothelial cell markers compared to hCMEC/D3. Although we observed the induction of proinflammatory cytokine production, the disturbance of tight junctions was not significant in both HBMEC and hCMEC/D3 at the protein level. RNA-seq analyses showed a reduction in tight junction genes (ZO-2/*TJP2* and *OCLN* in HBMEC and *ZO-2/TJP2* and *PECAM-1* in hCMEC/D3) and gap junction genes (*GJP4* and *GJP5* in HBMEC). Thus, our findings suggest that both HBMEC and hCMEC/D3 exhibit similar cellular inflammatory responses to WSE treatment for 24 h, but HBMEC could be a better in vitro model to study the effect of WSE in the brain endothelial cells compared to hCMEC/D3.

Out of 105 cytokines, IL-8 was the only proinflammatory cytokine that was significantly increased in HBMEC treated with WSE for 24 h when using the Proteome Profiler Human XL Cytokine Array Kit. IL-8 is a proinflammatory cytokine and is known to mediate inflammatory responses during infection, acute or chronic inflammation, and cancer [64,65,66]. An increase in IL-8 cytokine production was observed in both HBMEC and hCMEC/D3 for all doses of WSE treatment for 24 h, but dose-dependency and fold change were more significant in HBMEC compared to hCMEC/D3. Studies have shown that wood smoke and wildfire smoke exposure results in an increase in IL-8 in the serum, lung, and heart across different cells in vitro, animal models, and humans [67,68,69,70,71]. A recent study showed that human monocytic cells treated with urban wildfire ash resulted in a significant increase in IL*-8* and *CYP1A1* mRNA expression levels and AhR activity, which was also observed in our study, with an increase in CYP1A1 and other AhR pathway genes, including *AHRR*, seen in RNA-seq analyses for both HBMEC and hCMEC/D3 treated with WSE for 24 h [72]. Studies have shown that the activation of AhR can lead to increased IL-8 production [73]. Ambient PM_2.5_ resulted in an increase in IL-8 and *CYP1A1* and the activation of AhR in vitro and in vivo [74]. Airway epithelial cells exposed to wood smoke particles for 30 min resulted in an increase in the canonical targets of AhR, including CYP1A1 and *AHRR* [75]. AhR is known as a sensor for xenobiotics and is known to regulate and metabolize xenobiotics or toxicants [76]. AhR was initially discovered as a main receptor of an environmental toxicant, 2,3,7,8-tetrachlorodibenzo-*p*-dioxin, which is a type of halogenated aromatic hydrocarbon and known human carcinogen [76]. Thus, the activation of AhR through a canonical pathway initiates xenobiotic metabolism, leading to the synthesis of xenobiotic metabolism enzymes such as family 1-P450 cytochromes, cell proliferation, adhesion, cell migration, and the inhibition of the immune response [77].

Polycyclic aromatic hydrocarbons (PAHs), which are one of the major chemical components in wildfire smoke or wood smoke, including the smoldering eucalyptus wood smoke extract we used in our study, can bind to AhR [46,72,78,79]. Although many studies have investigated the role of AhR in the context of smoke-induced lung diseases, only a few studies have reported the role of AhR in the brain exposed to particulate matter, including wildfire smoke or wood smoke [7,80]. Urban particulate matter containing PAHs, AhR agonists, has been shown to regulate astrocytic activation and function in vitro [81]. Moreover, animal studies have shown that the intranasal instillation of nanoparticles decreased olfactory function with increased AhR expression level [82]. This same group reported that the intracranial administration of PM_2.5_ increased AhR expression and oxidative stress response in the temporal cortex of the brain [83]. In our work, we also noted that both HBMEC and hCMEC/D3 treated with wood smoke resulted in an increase in cellular response to oxidative stress accompanied by an increase in genes involved in the AhR and NRF2 pathways, and ferroptosis from RNA-seq analyses. Many of these upregulated genes are related to xenobiotic metabolism, which could suggest that cells are actively metabolizing wood smoke extracts but are also known to be involved in detecting the imbalance in ROS and antioxidants [84,85]. The NRF2 plays a significant role in regulating antioxidant enzymes and neutralizing ROS production [86]. Furthermore, ferroptosis is a programmed cell death induced by an imbalance between ROS and antioxidants and characterized by iron dependency and lipid peroxidation [87,88]. However, our DCFDA assay showed no significant changes in ROS production in HBMEC and hCMEC/D3 treated with WSE for 24 h. Thus, future studies examining antioxidant activity level, lipid peroxidation level, or time course ROS measurement could help to identify and understand the potential mechanisms of wood smoke extract in the brain endothelial cells.

The changes observed in downregulated genes were significantly different between HBMEC and hCMEC/D3 treated with WSE for 24 h. HBMEC resulted in a decrease in genes related to DNA replication and cell cycle checkpoints, while hCMEC/D3 resulted in a decrease in genes related to the humoral immune response and regulation of the innate immune response. Many of the cell cycle markers were significantly downregulated in HBMEC dose-dependently and consistently, but changes were not consistent and significant in hCMEC/D3. Additionally, biological process and pathway analysis showed an increase in prostaglandin metabolic process, prostaglandin synthesis and regulation, and prostaglandin and leukotriene metabolism in senescence in HBMEC. Conversely, pathway analysis showed that omega 6 fatty acid in senescence and prostaglandin and leukotriene metabolism in senescence were downregulated in hCMEC/D3. The upregulation of prostaglandin has been implicated in cell cycle arrest, including senescence [89,90]. Cellular senescence is characterized by stable growth arrest or cell cycle arrest in response to various intrinsic and extrinsic stimuli [91]. Some of the markers related to cell cycle arrest, including *CDKN2B* and *CDKN1A*, were upregulated, while *DHFR*, E2F2, and *E2F1* were downregulated in HBMEC. CDKN2B and CDKN1A are well-known genes that play a significant role in the cell cycle [92,93,94]. E2F transcription factor is known to regulate cell cycle progression and proliferation, and the dysregulation of E2F2 has been associated with endothelial cell senescence [56,95]. Decreased expression of DHFR and MTHFR is also indicated in endothelial cell senescence [57]. Studies have shown that endothelial cell senescence has been associated with aging and BBB alteration in vitro [96,97]. Moreover, cellular senescence has been implicated in the onset or aggravation of neurodegenerative disorders, including Alzheimer’s disease and Parkinson’s disease [98]. Thus, more studies need to be carried out to elucidate the potential role of cellular senescence induced by wood smoke or wildfire smoke in the brain endothelial cells.

Wildfire smoke exposure has been associated with an increased risk of dementia and cerebrovascular diseases and cognitive deficit within a few hours of exposure [9,11]. There is increasing evidence suggesting that air pollution is associated with many neurodegenerative diseases, including autism spectrum disorder, ADHD, Alzheimer’s disease, Parkinson’s disease, schizophrenia, and multiple sclerosis [99,100,101,102,103]. Although it is still unclear how these wildfire and wood smoke particles or chemicals deposited on the PM can cause neuroinflammation or deleterious effects in the brain, studies suggest that inhalation exposure to particulate matter can reach the brain through the olfactory system or travel systemically to disturb the BBB and enter the brain [87,104,105]. Our study did not find significant changes in the tight junction marker, ZO-1, from 24 h WSE treatment in both HBMEC and hCMEC/D3 via ICC at the protein level. Interestingly, ZO-1 was much more localized to the plasma membrane in HBMEC compared to the cytosolic expression of ZO-1 in hCMEC/D3 when visualized via ICC. Other studies also have shown that ZO-1 localization in the cytosol of hCMEC/D3 can depend on the conditions, and co-culture systems with astrocytes can help the localization of ZO-1 to the plasma membrane [106,107,108,109]. However, our RNA-seq analyses showed that HBMEC and hCMEC/D3 treated with WSE for 24 h resulted in a significant decrease in some of the tight junction markers (*OCLN* and *ZO-2* for HBMEC and *ZO-2* and *PECAM-1* for hCMEC/D3) at the transcript level. Moreover, hCMEC/D3 resulted in a decrease in ZO-1 (*p*-value: 0.056) but was not significant. A decrease in these tight junction markers could suggest increased BBB permeability [110,111,112]. A significant decrease in gap junction markers for *GJA4* and *GJA5* was observed in HBMEC, but not in hCMEC/D3. Gap junction proteins have been implicated in intercellular communication and the transduction of signals between the cells [30]. These findings could suggest that more significant changes in tight junctions could be induced if the cells were exposed to WSE for a longer period or higher dosage. Future studies should be conducted to determine the potential disturbance of the tight junctions in brain endothelial cells during longer exposure periods or higher dosages, as people are being exposed to more frequent and severe wildfire smoke.

Lastly, we compared the untreated controls between HBMEC and hCMEC/D3 for baseline transcript levels to better understand the differences observed for the two cell types we used in this study. Although studies have compared the primary HBMEC and hCMEC/D3 for their functional characteristics and uses for immune migration models or drug transport systems, no studies have compared the baseline transcript levels in the untreated control state using RNA-seq [113,114]. Both cell types expressed endothelial cell markers including tight junction markers, but HBMEC expressed much higher levels of endothelial cell markers and biological processes related to endothelial cells compared to hCMEC/D3 [115]. Similarly, another study has shown that hCMEC/D3 exhibited fewer tight junction markers compared to primary porcine brain capillary endothelial cells [116]. Furthermore, we observed that WSE treatment resulted in significant dose-dependency and fold changes in HBMEC compared to hCMEC/D3. The formation of a tight junction marker, ZO-1, around the plasma membrane was also better visualized in HBMEC compared to the cytosolic expression of ZO-1 in hCMEC/D3. Another study also has shown that primary brain endothelial cells express similar markers to 3D brain endothelial cell cultures which more closely represent the brain’s physiological state compared to 2D cultures and hCMEC/D3 [117]. Together, this could suggest that HBMEC could be a better in vitro model system for exploring and understanding the effect of WSE in brain endothelial cells. However, hCMEC/D3, which requires less maintenance and is a cost-effective model system, still resulted in similar molecular changes toward WSE treatment at both protein and transcript levels and could be utilized as an alternative to primary HBMEC.

## 4. Materials and Methods

### 4.1. Cell Culture

HBMEC were purchased from Cell Systems (Kirkland, WA, USA). HBMEC were plated in 96-well plates that were coated with an Attachment Factor™ (4Z0-201/4Z0-210) (Cell Systems, WA, USA). HBMEC were cultured in EGM™-2 Endothelial Cell Growth Medium-2 BulletKit™ (Lonza, Morristown, NJ, USA). hCMEC/D3 was purchased from Millipore Sigma (Burlington, MA, USA). hCMEC/D3 was cultured in a T75 flask after coating with rat collagen type I (Millipore Sigma, MA, USA) in PBS as directed up to P8. The culture medium for hCMEC/D3 consisted of EndoGRO™-MV Complete Media Kit (Millipore Sigma, MA, USA) supplemented with 1 ng/mL FGF-2 (Millipore Sigma, MA, USA). Both cultures were cultured at 37 °C in a humidified incubator with 5% carbon dioxide.

### 4.2. Smoldering Eucalyptus Wood Smoke Extract

Smoldering eucalyptus wood smoke condensates were generously provided by the US EPA. The wood smoke extract was generated by burning eucalyptus and collected during the smoldering phase as previously described by Kim et al. [46]. Chemical composition and particle analysis was performed and showed an average of 56–60% organic carbon content, which included levoglucosan and methoxyphenols along with semi-volatile compounds such as PAHs and N-Alkanes, and PM size was in the range of 1.02 µm [46]. Wood smoke extract condensate was collected in acetone. The solvent exchange was performed under a nitrogen source and resuspended in phosphate-buffered saline (PBS, ThermoFisher, Waltham, MA, USA) at 2 mg/mL. WSE was then aliquoted and kept frozen at −20 °C before use.

### 4.3. Experimental Design

Both HBMEC and hCMEC/D3 were plated in 96-well plates at 5 × 10^3^ cells/well. Cells were cultured in coated 96-well plates to confluency (3–5 days after seeding) before the treatment with eucalyptus WSE (10, 30, 50 µg/mL or 20, 70, 100 µg/mL), LPS (1 µg/mL), or LiCl (10 mM) that were resuspended in appropriate media for 24 h. LiCl and LPS were used as a positive and negative control to stabilize and destabilize ZO-1 accordingly in both HBMEC and hCMEC/D3. Controls were treated with an equal volume of appropriate media for each cell type. Doses were chosen based on previous studies conducted on brain or lung endothelial cells exposed to different sources of PM that resulted in cellular and molecular changes [35,36,118]. At the end of treatment, cells were fixed with 4% paraformaldehyde (PFA) for ICC, lysed to collect mRNA for bulk RNA sequencing, or supernatants were collected for ELISA and LDH assays. All experiments were repeated with N = 2–3 different seedings with n = 4–6 per treatment group.

### 4.4. Proteome Profiler Arrays

To assess cytokine production, a cytokine array experiment using a Proteome Profiler Human XL Cytokine Array Kit (R&D Systems, Minneapolis, MN, USA) was carried out following the manufacturer’s protocol with the collected cell supernatants. At the end of the experiment, arrays were imaged using a LI-COR Odyssey FC imager (Lincoln, NE, USA).

### 4.5. Cytokine Quantification

Cell supernatants were collected at the end of the experiment to measure the levels of secreted IL-8 using DuoSet ELISA kits (R&D Systems, MN, USA). Cytokine concentrations were derived from the absorbance values measured at 450 nm with a correction at 540 nm using an Agilent BioTek Synergy H1 microplate reader (Santa Clara, CA, USA) and converted to concentration values based on the standards provided by each kit.

### 4.6. Cytotoxicity Assay

Cells were cultured and treated as described above and 50 µL of cultured medium was collected at the end of the study for a cytotoxicity assay. Cells treated with lysis buffer from the CyQuant LDH Cytotoxicity Assay Kit (ThermoFisher, MA, USA) at 37 °C for 30 min served as maximum LDH activity controls. The collected supernatants including the maximum LDH activity controls were mixed with the 50 µL reaction mixture provided in the kit and left at room temperature for 30 min in the dark. After 30 min, the 50 µL stop solution provided in the kit was added. Absorbance values were measured at 450 nm using an Agilent BioTek Synergy H1 microplate reader (CA, USA).

### 4.7. DCFDA Assay

A DCFDA-H2DCFDA Cellular ROS Assay Kit (Abcam, Waltham, MA, USA) was used to measure ROS production in the cells treated with WSE for 24 h following the manufacturer’s protocol and measured using an Agilent BioTek Synergy H1 microplate reader (CA, USA) with an excitation/emission of 485/535 nm.

### 4.8. Immunocytochemistry

At the end of the experiments, the cell cultures were washed with Dulbecco’s phosphate-buffered saline (DPBS) and fixed with 4% PFA (20 min). Fixed cells were washed with 0.05% Tween-20 (Sigma-Aldrich, Saint Louis, MO, USA) solution in DPBS (wash buffer) (3×, 5 min), followed by a 3 min permeabilization with 0.1% Triton X-100 (ThermoFisher, MA, USA) solution in DPBS. Three additional washes were performed after the permeabilization step (5 min). Samples were blocked with 5% goat serum (ThermoFisher, MA, USA) in DPBS (blocking buffer) for 1 h. Samples were then incubated for an hour in a primary antibody solution containing mouse anti-ZO-1 (ThermoFisher, MA, USA) in blocking buffer (1:100). At the end of primary antibody incubation, samples were washed three times with wash buffer (5 min). Samples were then incubated with a secondary antibody solution containing goat anti-mouse antibodies conjugated to AlexaFluor 488 (ThermoFisher, MA, USA) in DPBS for an hour (1:500) followed by Phalloidin-647 (ThermoFisher, MA, USA) for 20 min in blocking solution (1:40). Samples were then washed three times with DPBS (5 min). Lastly, samples were incubated for 10 min with a drop of 4′,6-diamidino-2-phenylindole (DAPI) solution (ThermoFisher, MA, USA) to stain cell nuclei and washed with the wash buffer three times. All images were acquired with a Leica dmi6000b inverted fluorescence microscope at 20× magnification and analyzed using ImageJ (version 1.54f).

### 4.9. Bulk RNA-Sequencing, Data Processing, and Analyses

Total RNA was extracted from cells lysed in Qiagen Buffer RLT containing β-mercaptoethanol followed by RNA isolation using RNAeasy mini spin columns (Qiagen, Germantown, MD, USA). Two replicates per treatment group from three independent experiments were submitted for bulk RNA sequencing. Sequencing libraries were prepared using an Illumina Stranded mRNA prep, Ligation kit (Illumina, San Diego, CA, USA) and then sequenced on a NextSeq 500 (Illumina, CA, USA) with P3 reagent kits. Sequencing data quality was checked using FastQC software (version 0.12.0). The data were aligned to the human genome (hg38) using STAR (version 2.6.0c) [119] and mapped reads were counted using featureCounts [120]. Subsequently, the data were normalized using TMM normalization [121] and dosage-based clusters and outliers were identified by conducting a principal component analysis (PCA) using DESeq2’s (version 1.44.0) [122] function ‘PCAplot’ on both hCMEC/D3 and HBMEC. Based on the PCA, three outliers (two from the WSE 30 µg/mL and one from the WSE 50 µg/mL samples) for HBMEC were excluded from further analysis (Supplementary Figure S7). Differentially expressed genes were identified using DESeq2 [122]. A gene was considered as significantly differentially expressed when its false discovery rate adjusted *p*-value (FDR) was <0.05 and fold change was >1.5. A lower p.adjust value (typically < 0.05) indicates significant enrichment. Heatmaps were generated using the ‘pheatmap’ package (version 1.0.12) [123] in R (version 4.3.1) [124]. ClusterProfiler (version 4.12.6) [125], an R package, was used to perform gene set enrichment analysis and identify up- and downregulated biological processes, cellular components, and pathways. Enrichment analysis was conducted separately for each gene list using the ‘enrichGO’ function to assess GO terms and the ‘enrichWP’ function to assess WikiPathways terms. Significantly enriched terms were identified based on an adjusted *p*-value threshold of 0.05. Dot plots visualizing the enriched biological processes, cellular components, and pathways were generated using the ggplot2 package (version 3.4.4) [126] in R. The ggplot2 function ‘geom_point’ was utilized to create the dot plots, with each dot representing a specific GO term or pathway and the size of the dot corresponding to the number of genes associated with the term. The dot plots were created using a color scale ranging from red to blue, where red represented the most significantly enriched terms and blue represented the least significantly enriched terms. The count represents the number of genes from our input list that were found in a specific gene set or pathway. A higher count suggests a stronger association with biological relevance.

### 4.10. Statistical Analysis

The differences between treatment groups were evaluated by one-way ANOVA with post-Tukey’s test (GraphPad Software, Inc., La Jolla, CA, USA, version 10.0.0). Statistical tests are specified in the figure legends.

## 5. Conclusions

To our knowledge, this was the first study to investigate the acute effect of WSE in brain endothelial cells using HBMEC and hCMEC/D3. Our study found that 24 h WSE treatment induced IL-8 production and increased genes involved in the AhR and NRF2 pathways in both HBMEC and hCMEC/D3 dose-dependently, but the effects were more significant in HBMEC compared to hCMEC/D3. Interestingly, some of the genes related to cell cycle and senescence were significantly downregulated in HBMEC after 24 h WSE treatment, which was not observed in hCMEC/D3. The effect of WSE in the tight junctions of HBMEC and hCMEC/D3 was unclear as we did not see significant changes in ZO-1 at the protein level, but significant changes were observed at the transcript level for tight junction markers in both HBMEC (*OCLN* and *ZO-2*) and hCMEC/D3 (*PECAM-1* and *ZO-2*). Although many genes related to ROS imbalance were increased at the transcript level, no changes were observed in ROS production from 24 h WSE treatment on both cell types via the DCFDA assay. Thus, future work is needed to elucidate the specific molecular mechanisms of proinflammatory cytokine production and to determine the potential disturbance of tight junctions with longer exposure to WSE treatment in HBMEC and hCMEC/D3. From this study, we found that both HBMEC and hCMEC/D3 exhibited similar responses to WSE, and both can be utilized to explore and understand the potential delivery route of particulate matter, including wildfire smoke and wood smoke particles, to the brain, and to study the molecular mechanism of neuroinflammation from wildfire smoke or wood smoke exposure. Moreover, a comparison of the untreated controls between HBMEC and hCMEC/D3 via RNA-seq analyses showed increased tight junction and endothelial cell function markers in HBMEC, suggesting that the use of primary HBMEC could be a better in vitro model system to study the effect of WSE on brain endothelial cells compared to hCMEC/D3. While our findings showed that WSE elicits dose-dependent effects in brain endothelial cells, only one brain cell type was used in this study. Other brain cell types should also be looked at together to understand potential neurotoxicity and crosstalk between the cells. Furthermore, wildfire smoke PM_2.5_ significantly varies in composition depending on the location, weather, fuel, and temperature of the fire [127]. Thus, different types of biomasses other than smoldering eucalyptus should be assessed to identify which biomass can be more toxic to the brain. Lastly, future studies should incorporate chronic time points to determine the potential chronic effects of wildfire smoke on the brain.

## Figures and Tables

**Figure 1:**
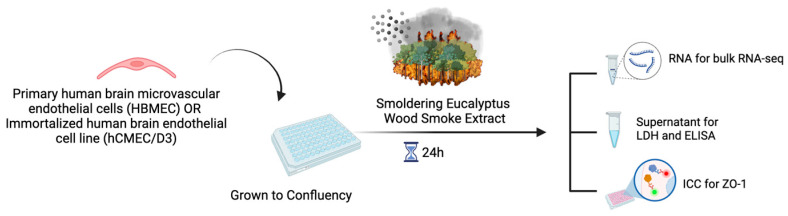
Experimental design for this study.

**Figure 2:**
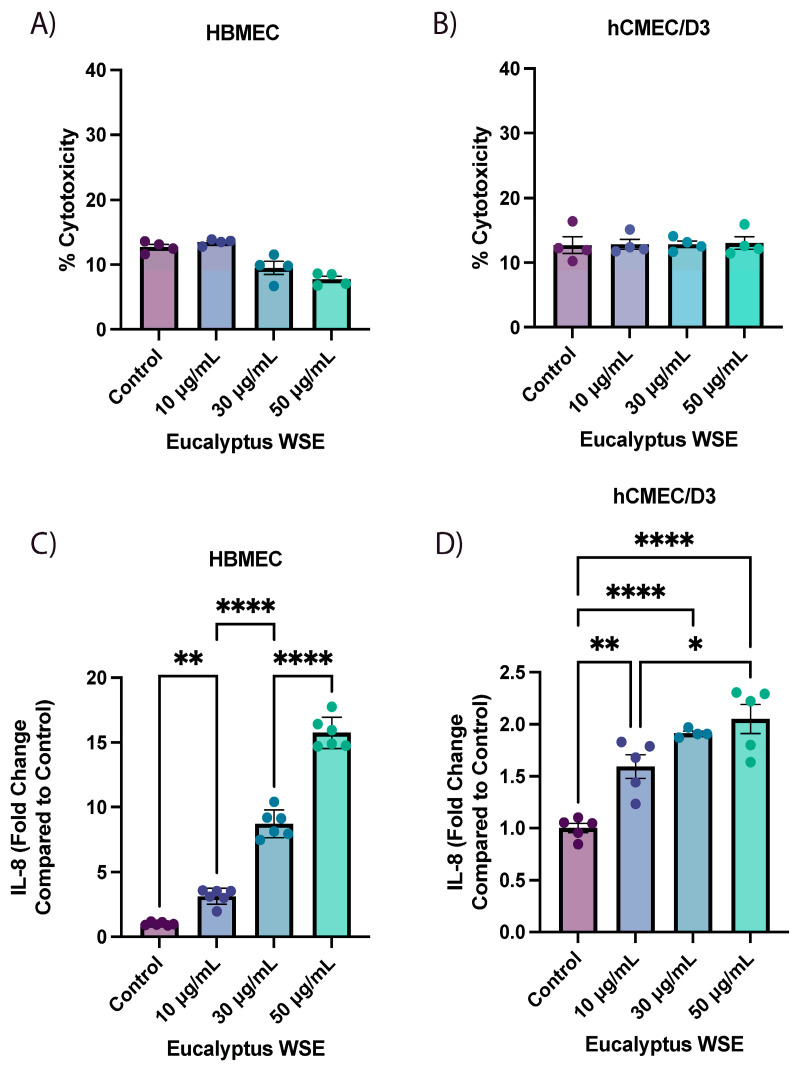
Human brain microvascular endothelial cells (HBMEC) and immortalized human brain endothelial cell line (hCMEC/D3) treated with 10, 30, or 50 µg/mL of smoldering eucalyptus wood smoke extract (WSE) for 24 h. Lactate dehydrogenase (LDH) activity measured from cell supernatants in (**A**) HBMEC and (**B**) hCMEC/D3 (n = 4/treatment group). Secreted IL-8 protein levels were measured from cell supernatants by an enzyme-linked immunosorbent assay (ELISA) in (**C**) HBMEC and (**D**) hCMEC/D3 (n = 4–6/treatment group, **** *p* < 0.0001, ** *p* < 0.01, and * *p* < 0.05 compared to listed treatments using one-way ANOVA with post-Tukey’s test).

**Figure 3:**
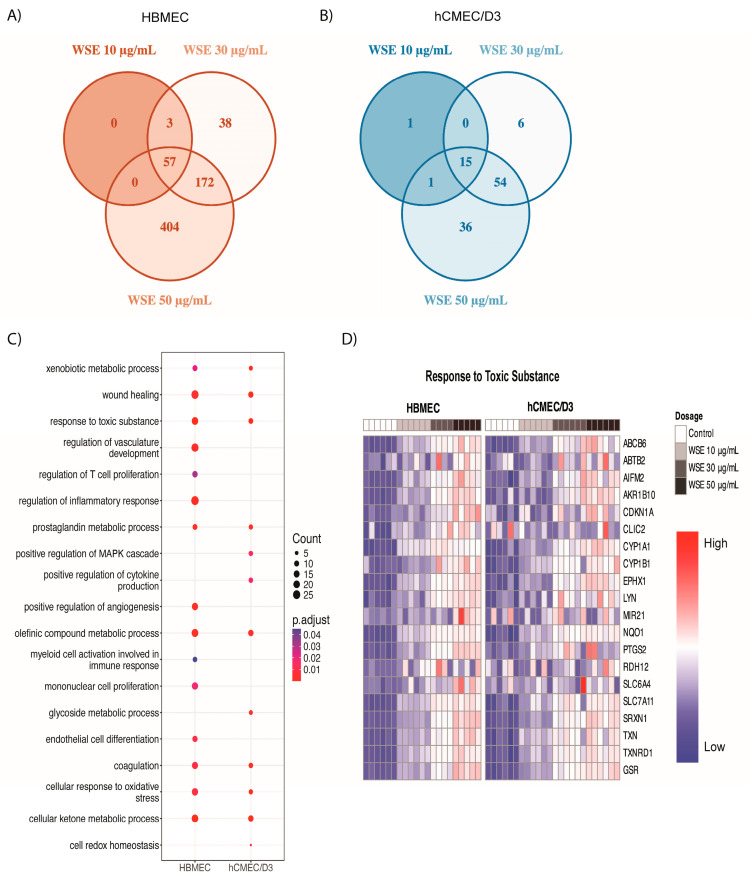
Bulk RNA sequencing (RNA-seq) analyses of upregulated differentially expressed genes (DEGs). Venn diagram illustrating the overlap and unique upregulated DEGs between WSE treatments (10, 30, 50 µg/mL). The numbers indicate the upregulated DEGs in each treatment group for (**A**) HBMEC and (**B**) hCMEC/D3, highlighting both shared and distinct gene expression patterns. Gene Ontology (GO) enrichment analyses were performed with upregulated DEGs in HBMEC and hCMEC/D3. (**C**) Significant and relevant biological process in HBMEC and hCMEC/D3. (**D**) Heatmap of genes showing the upregulated genes in both HBMEC and hCMEC/D3 treated with WSE for the biological process involved in response to toxic substance.

**Figure 4:**
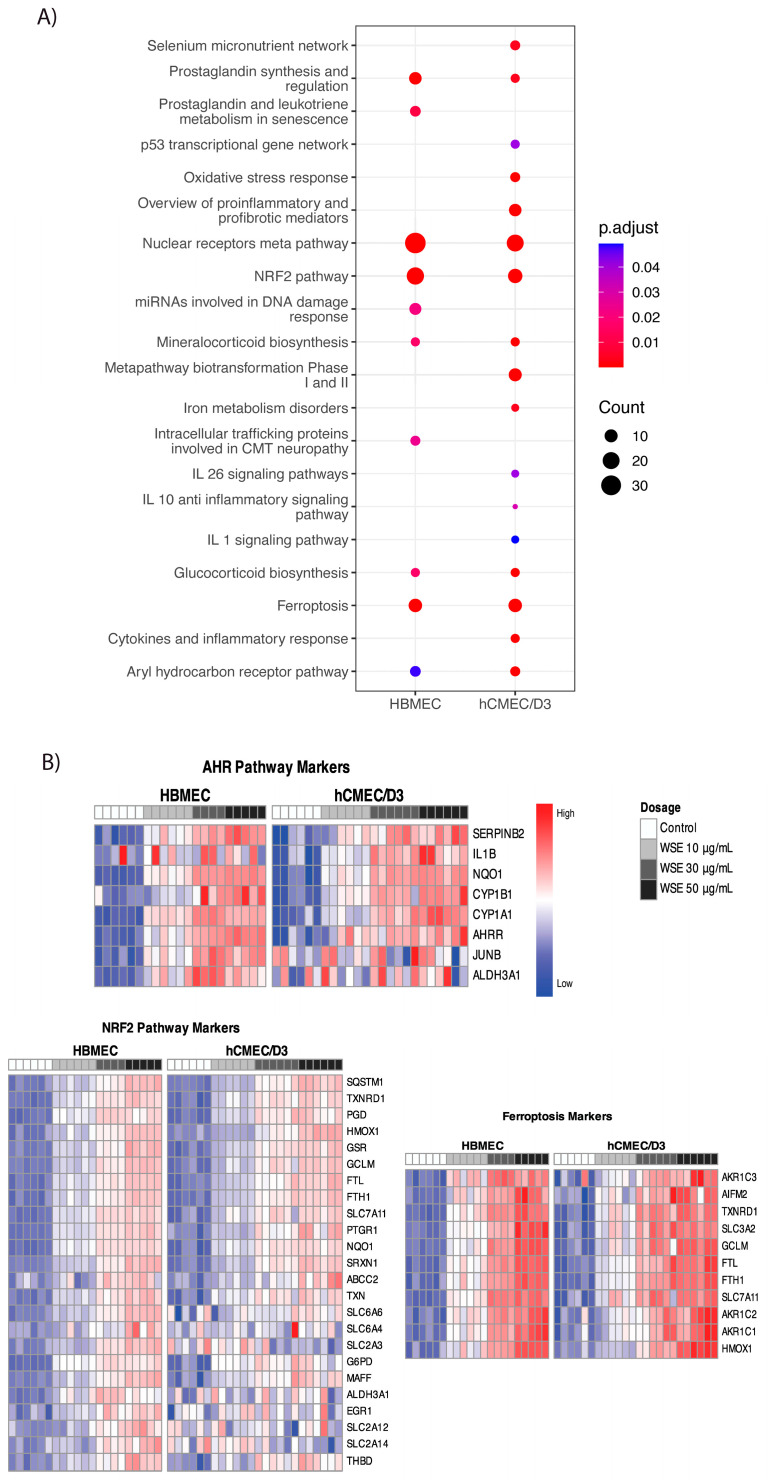
Differential gene expression in HBMEC and hCMEC/D3 treated with different levels of WSE (0, 10, 30, 50 µg/mL) for 24 h. (**A**) Dot plots showing enriched pathways using the WikiPathway database. (**B**) Heatmap of genes showing the upregulated genes in both HBMEC and hCMEC/D3 for pathways including the AhR pathway, NRF2 pathway, and ferroptosis.

**Figure 5:**
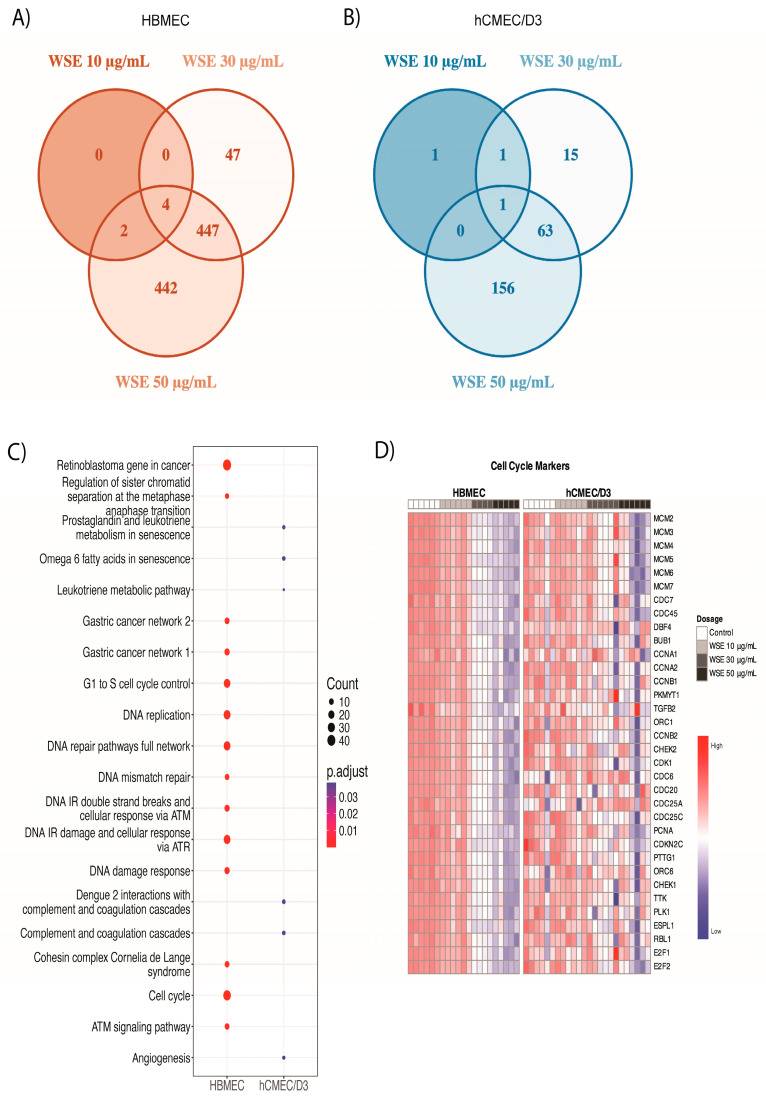
RNA-seq analyses of downregulated DEGs. Venn diagram of downregulated DEGs between WSE treatments (10, 30, 50 µg/mL). The numbers indicate downregulated DEGs in each treatment group for (**A**) HBMEC and (**B**) hCMEC/D3. Gene Ontology enrichment analyses were performed with downregulated DEGs in HBMEC and hCMEC/D3. (**C**) Dot plots showing enriched pathways using WikiPathway. (**D**) Heatmaps of cell cycle markers.

**Figure 6:**
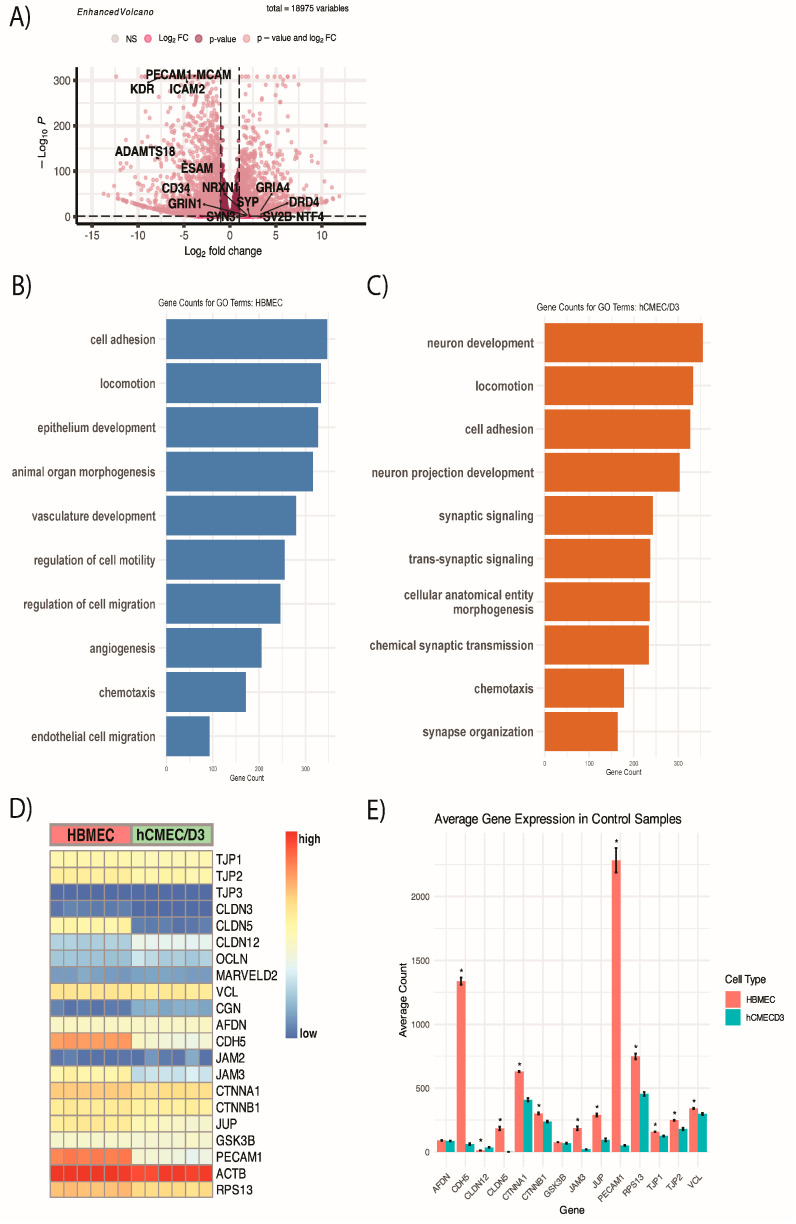
Comparison of untreated control transcript expression levels between HBMEC and hCMEC/D3. (**A**) Volcano plot for both upregulated and downregulated DEGs from the comparison between controls of HBMEC and hCMEC/D3. Significant and relevant biological processes in (**B**) HBMEC and (**C**) hCMEC/D3. (**D**) Heatmap of tight junction markers in HBMEC and hCMEC/D3. (**E**) Average count of endothelial cell and tight junction markers in HBMEC and hCMEC/D3. (* *p* < 0.05 between two cell types using Student’s *t*-test).

**Figure 7:**
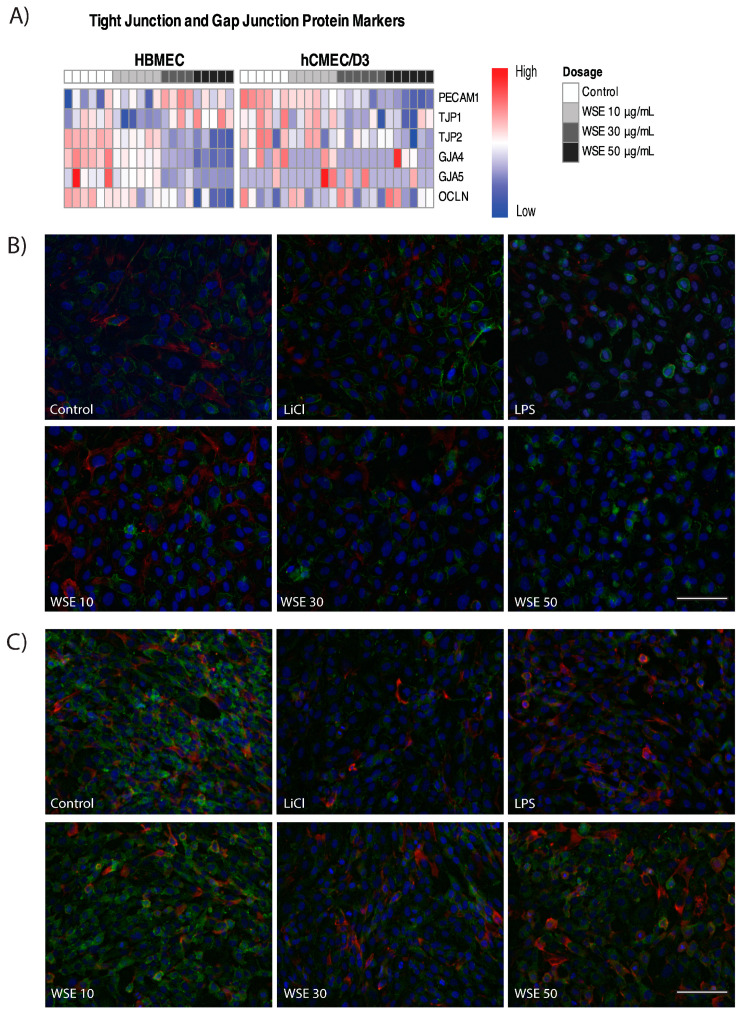
Changes in tight junction markers in HBMEC and hCMEC/D3 treated with WSE for 24 h. (**A**) Key differentially expressed genes in HBMEC and hCMEC/D3 treated with 10, 30, or 50 µg/mL of WSE. Representative images of ZO-1 staining for (**B**) HBMEC and (**C**) hCMEC/D3 treated with 10, 30, or 50 µg/mL of WSE, lipopolysaccharide (LPS), or lithium chloride (LiCl) at 20×. Green represents ZO-1, red represents phalloidin, and blue represents DAPI. The scale bar represents 100 µm.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO), GSE271935.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms251910288/s1.

# Supplementary material for: Eucalyptus Wood Smoke Extract Elicits a Dose-Dependent Effect in Brain Endothelial Cells
**Source:** Int J Mol Sci. 2024 Sep 24;25(19):10288. doi: 10.3390/ijms251910288
**Supplement:** Supplementary file 1

## Supplementary Materials

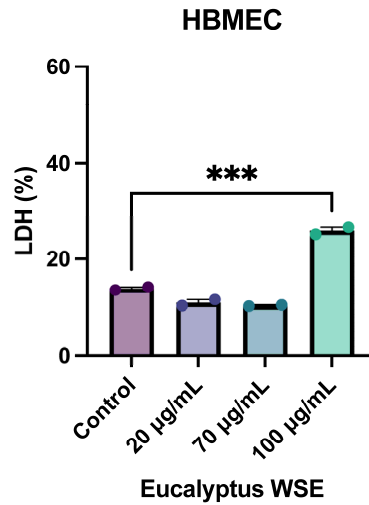

**Figure S1.** HBMEC treated with 20, 70, 100 µg/mL of WSE for 24h. LDH activity measured from cell supernatants in HBMEC (n=2, \*\*\*p<0.001 compared to controls using one-way ANOVA with post-Tukey's test).

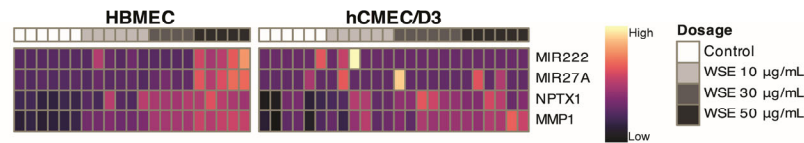

**Figure S2.** Differentially expressed genes in HBMEC and hCMEC/D3 treated with different levels of WSE (10, 30, 50 µg/mL) for 24h. A) Heatmaps of genes that related to brain injury or particulate exposure in the brain.

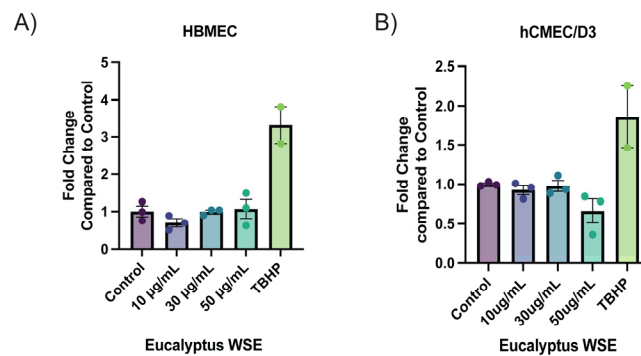

**Figure S3.** ROS measured using the DCFDA assay in A) HBMEC and B) hCMEC/D3 treated with different levels of WSE (10, 30, 50 µg/mL) for 24h (n=3). Tert-Butyl Hydrogen Peroxide was used as a positive control.

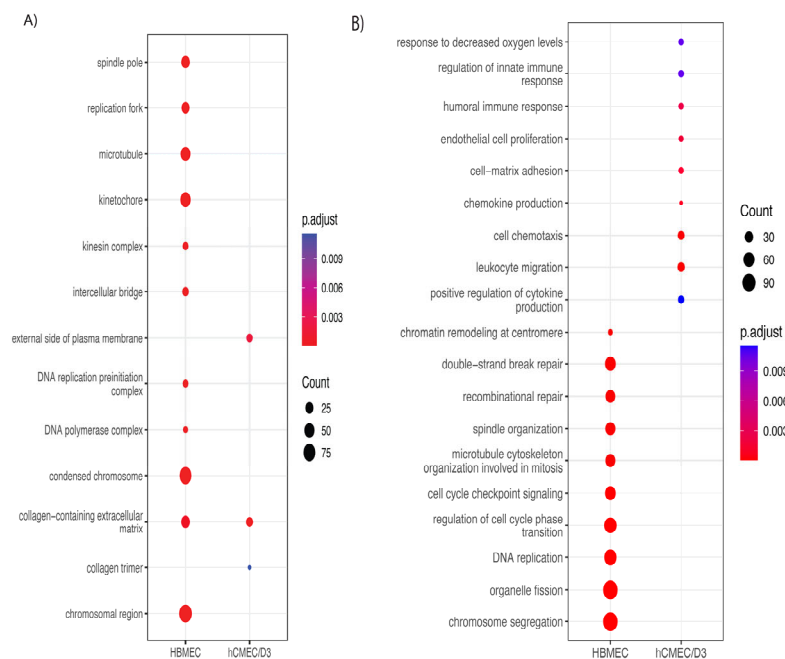

**Figure S4.** RNA-seq analyses of downregulated DEGs. A) Significant and relevant terms in cellular component between HBMEC and hCMEC/D3. B) Significant and relevant terms in biological process between HBMEC and hCMEC/D3.

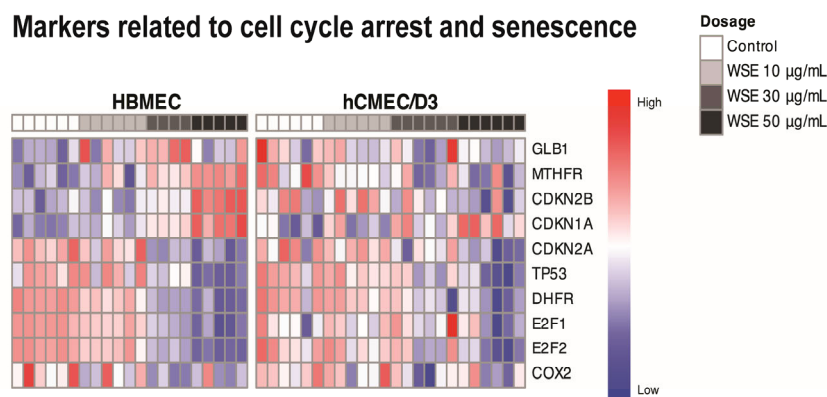

**Figure S5.** Differentially expressed genes in HBMEC and hCMEC/D3 treated with different levels of WSE (10, 30, 50 µg/mL) for 24h. A) Heatmap of genes that are related to cell cycle arrest and senescence.

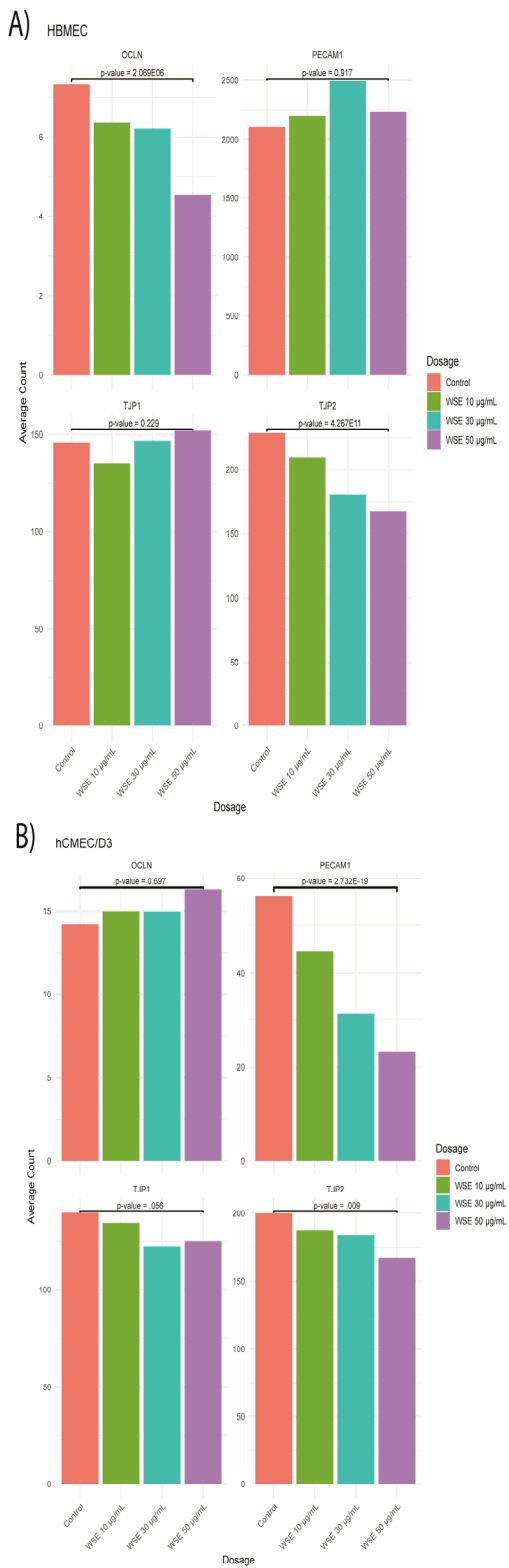

**Figure S6.** Average count of endothelial cell and tight junction markers in HBMEC and hCMEC/D3 treated with WSE for 24h.

How the deposited data were processed for this re-analysis (not part of the article)

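RNA was sequenced from HBMEC and from the hCMEC/D3 line after 24 h without WSE or with WSE at 10, 30 or 50 µg/mL. Each of the 8 groups holds 6 libraries, 2 from each of 3 experiments, 48 libraries in all. The condition and the experiment of each library were taken from the sample labels and the column names of the table. Libraries are numbered 1 to 48 as in those column names.

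The authors made libraries with a stranded mRNA kit, aligned the reads to hg38 with STAR and counted reads per gene with featureCounts, and the values are raw counts, as deposited, without normalization. The table also gives the exon length of each gene, which was not used here. Whether reads were counted by strand, and how reads that match more than 1 place were treated, is not stated in the text of the paper or in the labels. The Entrez identifiers of 27745 genes were matched to a current symbol and 650 were not. Total counts per library ran from 8231316 to 42652765 with a median of 24361300. A count of 0 in a library allows a level of up to 3 counts of its total, and folds against groups with no library over 3 counts are given as lower limits. For these, the measured mean CPM of the higher group was divided by the mean level of 3 counts per library in the other. Such limits allow for counting error in the low group alone. They do not cover error of the higher mean or spread between libraries.

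The analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled with TMM, genes were filtered with filterByExpr, and log2 CPM used a prior count of 0.5. For each cell type the 4 dose groups were fitted together with the quasi-likelihood test of edgeR, without a term for the experiment, and each dose was compared with the controls. The controls of HBMEC and hCMEC/D3 were compared in a fit of their own, the interaction of cell type and WSE in a fit of the 24 control and 50 µg/mL libraries, and a linear trend over dose in each cell type. P values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05 and a change over 1.5-fold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. For junction genes an exact permutation test within experiments was added, two-sided on log2 CPM.

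Gene lists were tested with camera at a correlation of 0.01, with the correlation estimated from the data, and with fry, and adjusted over the lists of a comparison. They are the genes drawn in Figures 3D, 4B, 5D, 6A, 6D and 7A and Supplementary Figures S2 and S5, the S and G2/M phase markers of Seurat 5.3.0, lists of ATF4 and p53 targets, cholesterol synthesis, interferon response, heat shock and complement fixed beforehand, and families chosen by symbol: collagen chains, kinesins, centromere proteins, MCM and GINS subunits, chemokine ligands, metallothioneins and ribosomal proteins. A family of mitochondrially encoded genes was planned too, by the symbol prefix MT-. The reference names these genes without that prefix, so the pattern found none and the list was not tested, although the table holds the genes.

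The genes named are those the results of the paper name for RNA sequencing, CXCL8 as the gene of IL-8, and for each cell type the 5 largest rises and 5 largest falls among genes called at 50 µg/mL, with the same direction in all 3 experiments and a mean of at least 1 CPM in either group. Genes that overlap another on the same strand, or have near-identical copies, are named as uncertain. Results for some of the genes named in the paper are not reported here.

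Alternatives tried were DESeq2, its size factors in edgeR, no filter on low counts, at least 10 counts in every library, the experiment as a block, the libraries of an experiment summed with and without the block, a test against 1.5-fold with glmTreat, only the 2 groups compared in the fit, the adjusted p without a limit on fold change, and leaving out each library, each experiment and pairs. Further ones were added after the data had been seen, namely a score of 14 neuron and astrocyte markers as a covariate, limits of 2-fold and of 1.5 on the log2 scale, and trios of left-out libraries. The 3 HBMEC libraries that the authors excluded are not named in the text, so no library was left out of the main results.

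The method was tested on simulated data. In each data set 200 genes were changed by 2 on the log2 scale, as many raised as lowered. edgeR found 194 (97%) in HBMEC with 5 others called among 14878, 185 (92.5%) between controls with 3 others among 14909, and 177 (88.5%) for the interaction with 4 others among 15903. The trend found 194 with 12 others. Pairing by experiment was checked by the mean correlation of deviations from the condition means between libraries of an experiment, which was 0.0864, -0.0392 and 0.00497 in HBMEC and 0.172, -0.0937 and -0.0377 in hCMEC/D3. No pair of libraries of a condition was a duplicate by counting noise, since the chi-square per gene was at least 2.96 in every pair. Null data sets, 20 of each kind, were simulated from the fitted dispersions, each gene independently of the others. Their shares in dose order used the scaling of each fit, while the measured shares used a TMM scaling of all 48 libraries. Other splits of the libraries were drawn 100 times per comparison with each experiment divided evenly. Enrichment over Gene Ontology and WikiPathways and all measurements other than RNA sequencing are not analysed here.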

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

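The tests of the marker score and of the depth of library 8 were chosen only after its values had been seen. The tests of a mislabelled sample and of libraries 40 and 41 were set before their own values were known, but after these libraries had stood out.

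For each gene the text names and each group of 6 libraries, the distance from the highest or lowest library to its nearest neighbour was divided by the range of the group and compared with the 0.05 limit of Dixon's test. Groups with all libraries under 1 CPM were left out. Of 251 groups, 33 held such a library, where chance gives 12.6. Genes of 1 library are not independent of each other, so the excess rests on a few libraries.

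Library 8 of HBMEC at 50 µg/mL stood apart most often. It was the highest of its group in HMOX1 (ratio 0.977, 4357 against 1173 CPM), CXCL8 (0.936, 293 against 56.6 CPM), FTL (0.88), GSR (0.86), MIR222 (0.837), GCLM (0.831), CDKN2B (0.743), TXNRD1 (0.738) and MIR27A (0.729). It was the lowest in CYP1A1 (0.766, 73.5 against 264 CPM), VCL (0.699) and PECAM1 (0.688). Without it the log2 fold change was 3.41 for HMOX1, 1.70 for CXCL8 and 4.37 for CYP1A1. Depth and neural RNA are argued against. Its total count of 34425185 lies within the range of the other 5, 8231316 to 37669617. Its score for neuron and astrocyte markers, -1.21, was the lowest of the group. A mislabelled sample stays open. The distance of its profile to the mean of its own condition was 0.910 of that to the nearest other condition, but 19 of 48 libraries lie nearest to their own condition, so the distance separates doses poorly, while all 48 lie nearest to a condition of their own cell type. Library 8 is not a lone case. PECAM1 was 1562 CPM in it and 1242 and 1419 CPM in libraries 5 and 6, which are of the same experiment at 30 µg/mL, against at least 1988 in the other 21 HBMEC libraries, with 2441 in library 7 of its own dose and experiment. Libraries 5 and 6 lie nearer to the mean of 50 µg/mL than to that of 30 µg/mL, their own mean being 1.03 and 1.39 times as far, and library 7 nearer to that of 30 µg/mL, with 1.02 times. Libraries 5, 6 and 8 are 2 at 30 and 1 at 50 µg/mL, as many as the authors left out, but whether they are the same ones is not known. Without them, 1 of the 90 trios chosen after seeing the data, 155, 656 and 1227 genes were higher at 10, 30 and 50 µg/mL and 41, 913 and 1622 lower, with 136 higher, the most of the 90, and 38 lower at all 3 doses. What they share beyond the experiment is not given, and no biological explanation was tested.

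Library 40 of hCMEC/D3 at 50 µg/mL was the lowest in NQO1 (0.796, 910 against 1241 CPM), GCLM (0.755), GSR (0.661) and TXNRD1 (0.646) and the highest in DRD4 (0.786). It has the highest marker score of hCMEC/D3, 6.47. RNA of other cells in the library could lower genes of the endothelial cells by dilution. Over the other 22 hCMEC/D3 libraries, without 40 and 41, the median of the NRF2 pathway genes and the mean level of the markers had Pearson r = -0.379, permutation p 0.0811, Spearman rho -0.264, permutation p 0.234. The adjusted p was 0.325 over 4 relations, and r was -0.302 without the 2 farthest libraries and -0.653, -0.605 and -0.425 within experiments 1, 2 and 3. The relation is negative in each experiment but not past 0.05, so dilution and chance cannot be told apart with 22 libraries. Without library 40 the log2 fold change of NQO1 was 1.78. No biological explanation was tested.

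Library 41, a control of hCMEC/D3, was the lowest in RPS13 (0.722, 353 against 471 CPM). Its marker score was 6.24. If RNA of other cells lowered it by dilution, the Figure 6D genes, to which RPS13 belongs, would fall with the markers in other libraries. Over the same 22 libraries they had Pearson r = 0.112, permutation p 0.621, Spearman rho 0.211, permutation p 0.345, an adjusted p of 0.621, and r was 0.196 without the 2 farthest libraries and 0.314, -0.207 and 0.0404 within experiments 1, 2 and 3. No relation was seen, but 22 libraries without the 2 of highest score do not exclude one, so dilution stays open. No biological explanation was tested, and the other values of this library stay unexplained.

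Other cases came from single libraries. Library 5 of HBMEC at 30 µg/mL was the highest in AFDN (0.651). CYP1B1 was highest in HBMEC control library 17 (0.776) and lowest in hCMEC/D3 library 46 at 30 µg/mL (0.844). In HBMEC, E2F1 was highest in library 20 at 10 µg/mL (0.721). In hCMEC/D3, DRD4 was highest in library 28 (0.721) and CLDN5 in library 27 (0.754), both at 10 µg/mL, and VCL was lowest in library 48 at 50 µg/mL (0.652). These are fewer than the 12.6 that chance gives, and no explanation of them was tested.

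The response to 50 µg/mL WSE differed between HBMEC and hCMEC/D3 for the genes given here, as the interaction in edgeR. The difference was positive, so higher in HBMEC, for NPTX1 4.19 (adjusted p 3.83e-06), CYP1A1 2.00 (adjusted p 0.00144), CXCL8 1.89 (adjusted p 0.0268), CYP1B1 1.52 (adjusted p 0.0115), CDKN2B 1.50 (adjusted p 6.10e-06), AHRR 1.48 (adjusted p 1.59e-08), PECAM1 1.32 (adjusted p 7.14e-06), MMP1 1.31 (adjusted p 0.0117), CLDN5 0.79 (adjusted p 0.0480), CDKN1A 0.72 (adjusted p 0.0173), NQO1 0.66 (adjusted p 0.00185) and TJP1 0.24 (adjusted p 0.0346). It was negative for GJA4 -5.97 (adjusted p 0.00323), E2F2 -4.04 (adjusted p 3.45e-08), E2F1 -1.98 (adjusted p 1.61e-06), OCLN -0.89 (adjusted p 0.0248), GCLM -0.50 (adjusted p 0.0266), CDKN2A -0.39 (adjusted p 0.0161) and RPS13 -0.31 (adjusted p 0.0281). GJA4 is at the floor in hCMEC/D3, so its difference depends on the prior count and is no measure of size. That of CXCL8 depends in part on library 8 of HBMEC, without which its rise there was smaller. Other splits of the libraries do not give as many genes with an interaction. In 1 of 100 splits, the true one, there were 1788 genes, and at most 975 in another. What stays open, untested, is the difference of cell type itself, which includes primary cells against a line, their culture and their starting levels.

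Lists and families outside those the paper reports on also shifted at 50 µg/mL, with camera adjusted p past 0.05 (from limma, followed here by fry and the estimated correlation). In HBMEC the genes of cholesterol synthesis had a median log2 fold change of -0.40 (2.63e-04, 2.46e-04, 0.353), with 7 of 20 called lower and 16 past the limit adjusted over the list alone. Ribosomal proteins had -0.32 (4.37e-14, 1.03e-05, 0.311), with 2 of 79 called and 70 adjusted over the list alone. In hCMEC/D3 the medians were 0.24 for ATF4 targets (8.72e-05, 5.88e-05, 0.0542) with 6 called higher, 1 lower and 10 adjusted over the list alone, and 0.29 for heat shock genes (6.14e-08, 3.40e-06, 0.0180) with 1 called and 11 adjusted over the list alone. Metallothioneins had -0.54 (4.84e-07, 3.67e-08, 0.00761) with 4 of 9 called lower and 6 adjusted over the list alone. Cholesterol synthesis had -0.13 (0.0201, 0.0171, 0.330) with 5 adjusted over the list alone, and ribosomal proteins -0.084 (0.00414, 0.221, 0.621), with 2 genes past the adjusted p over all genes, 0 adjusted over the list alone and 10 at an unadjusted p under 0.05. Interferon response genes had -0.93 (0.00414, 0.166, 0.543), all 20 negative and 0 past the limit adjusted over the list alone, 5 at an unadjusted p under 0.05. With the experiment as a block, 11 of the 20 were called lower and 17 passed adjusted over the list alone, and camera gave 2.53e-16, where the alternatives that keep every library ran from 2.53e-16 to 0.543. Of the 20, 18 fell at every dose step. Set beside these, complement, a pathway the paper names among the falls in hCMEC/D3, had -0.41 (0.0422, 0.00403, 0.200) with 1 of 26 called higher, 4 lower and 8 adjusted over the list alone.

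Of these shifts, heat shock genes and metallothioneins in hCMEC/D3 hold under all 3 tests, and the others, complement included, do not hold with the estimated correlation. In HBMEC the remaining lists had medians of 0.30 for ATF4 targets (0.657, 0.194, 0.768), 0.07 for heat shock (0.366, 0.193, 0.768), -0.53 for interferon response (0.128, 0.0359, 0.655) and -0.77 for metallothioneins (0.177, 1.96e-05, 0.311), with camera, fry and the estimated correlation of limma. The last 2 passed with fry alone. Of the 9 metallothioneins 5 were called lower, and of the 19 interferon genes 5 lower and 1 higher. The interaction was -0.36 for cholesterol synthesis (8.66e-06), -0.24 for ribosomal proteins (1.66e-10), -0.25 for heat shock (0.00381), and not past 0.05 for ATF4 targets (0.665), interferon response (0.847) and metallothioneins (0.725). Ribosomal proteins and metallothioneins have near-identical copies, so their reads are uncertain. With the size factors of DESeq2, either filter on low counts, the experiment as a block or the marker score, chosen after seeing the data, the shifts and interactions past 0.05 with camera stayed past it, except complement in hCMEC/D3 with at least 10 counts in every library (0.0529, over the alternatives 9.32e-04 to 0.200). Interferon response in HBMEC passed without the filter (0.0154, over the alternatives 0.0154 to 0.655). Technical explanations beyond these settings were not tested for the lists, and the dose of WSE stays open.

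Markers of neurons and astrocytes differed between the libraries of hCMEC/D3 by 8.23 on the log2 scale from the lowest to the highest library. Depth does not account for this. The score and the log2 total count had Pearson r = -0.219, permutation p 0.301, Spearman rho -0.198, permutation p 0.352 in HBMEC, where r was -0.365 without the 2 farthest libraries and -0.914, 0.240 and -0.113 within experiments 1, 2 and 3, and Pearson r = 0.168, permutation p 0.434, Spearman rho 0.223, permutation p 0.295 in hCMEC/D3, where r was 0.282 without the 2 farthest libraries and -0.0612, 0.367 and 0.0340 within experiments 1, 2 and 3, both with an adjusted p of 0.578 over 4 relations. The experiment explains 3.33% of the variance of the score in hCMEC/D3 and 1.08% in HBMEC, so differences between experiments are argued against. Dose is argued against too, since the slope of the score on dose had permutation p 0.8875 in hCMEC/D3 and 0.9728 in HBMEC. What varies from library to library within a group stays open. The protocol text of the labels speaks of co-cultures, without saying whether any library came from one. The paper, however, states that its work was limited to 1 type of brain cell, and its methods describe no co-culture.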

How the results depend on the processing

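Of the alternatives here, the fits with a neural marker score, the limits of 2-fold and of 1.5 on the log2 scale, and the trios of left-out libraries were chosen after seeing the data. All others were set before the data were examined. The fold limits were looked at once the counts here had been seen to lie above those of the paper.

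Counts are named here where they moved by more than 1.5 times from those of the passages, and shares of genes in dose order where they left the 95% binomial interval of the share there. The size factors of DESeq2 in edgeR moved no count of genes that much. With DESeq2 in place of edgeR, HBMEC had 14 lower at 10 µg/mL and 14 lower at all 3 doses. hCMEC/D3 then had 4 lower at 10 µg/mL and 2 lower at all 3 doses. The share of HBMEC higher genes in dose order was 73.7%. The share of hCMEC/D3 higher genes in dose order was 82.4% with the size factors of DESeq2 in edgeR. Without the filter on low counts, HBMEC had 2 lower at 10 µg/mL and 2 lower at all 3 doses. hCMEC/D3 then had 1 lower at 10 µg/mL. The share of HBMEC higher genes in dose order was 73.9%. With at least 10 counts asked of every library, HBMEC had 807 higher at 30 µg/mL. The share of HBMEC higher genes in dose order was 79.7%. With only the 2 groups compared in the fit, HBMEC had 139 higher and 79 lower at 10 µg/mL, 873 higher at 30 µg/mL and 67 lower at all 3 doses. hCMEC/D3 then had 2 lower at all 3 doses.

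With the experiment as a block, HBMEC had 13 lower at 10 µg/mL and 12 lower at all 3 doses. hCMEC/D3 then had 42 higher at 10 µg/mL, 309 lower at 30 µg/mL and 42 higher at all 3 doses. With the libraries of each experiment summed, HBMEC had 26 higher and 0 lower (491 at an unadjusted p under 0.05) at 10 µg/mL, 710 higher at 30 µg/mL and 26 higher and 0 lower at all 3 doses. hCMEC/D3 then had 0 higher (223 at an unadjusted p under 0.05) and 0 lower (129 at an unadjusted p under 0.05) at 10 µg/mL, 67 higher and 12 lower at 30 µg/mL, 167 higher and 151 lower at 50 µg/mL, 0 higher and 0 lower at all 3 doses and 659 rising and 684 falling in the linear trend. The interaction gave 439 genes with a higher response in HBMEC. With summed libraries and the experiment as a block, HBMEC had 31 higher and 0 lower (640 at an unadjusted p under 0.05) at 10 µg/mL, 709 higher at 30 µg/mL and 30 higher and 0 lower at all 3 doses. hCMEC/D3 then had 0 higher (300 at an unadjusted p under 0.05) and 0 lower (293 at an unadjusted p under 0.05) at 10 µg/mL, 0 higher and 0 lower at all 3 doses and 1005 rising in the linear trend. The interaction gave 348 genes with a higher response in HBMEC. With the neural marker score as a covariate, HBMEC had 12 lower at 10 µg/mL and 11 lower at all 3 doses. hCMEC/D3 then had 284 lower at 30 µg/mL and 2 lower at all 3 doses. Summing leaves 3 libraries per group, and the genes shared by all 3 doses are limited by the number called at 10 µg/mL.

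With glmTreat against 1.5-fold, HBMEC had 23 higher and 0 lower (10 at an unadjusted p under 0.05) at 10 µg/mL, 313 higher and 441 lower at 30 µg/mL, 469 higher and 803 lower at 50 µg/mL and 23 higher and 0 lower at all 3 doses. hCMEC/D3 then had 4 higher and 0 lower (34 at an unadjusted p under 0.05) at 10 µg/mL, 44 higher and 6 lower at 30 µg/mL, 75 higher and 65 lower at 50 µg/mL and 4 higher and 0 lower at all 3 doses. The interaction gave 207 genes with a higher response in HBMEC and 395 genes with a lower response in HBMEC. With the adjusted p alone, HBMEC had 271 higher and 180 lower at 10 µg/mL, 3629 higher and 2814 lower at 30 µg/mL, 3823 higher and 3478 lower at 50 µg/mL and 264 higher and 176 lower at all 3 doses. hCMEC/D3 then had 795 higher and 605 lower at 30 µg/mL, 1354 higher and 1353 lower at 50 µg/mL and 2 lower at all 3 doses. The controls gave 5198 genes higher in HBMEC and 5880 genes higher in hCMEC/D3 and the interaction gave 1905 genes with a higher response in HBMEC and 1973 genes with a lower response in HBMEC. With a fold change over 2, HBMEC had 43 higher and 2 lower at 10 µg/mL, 701 higher and 499 lower at 30 µg/mL, 511 higher and 842 lower at 50 µg/mL and 42 higher and 1 lower at all 3 doses. hCMEC/D3 then had 11 higher at 10 µg/mL, 77 higher and 61 lower at 30 µg/mL, 101 higher and 183 lower at 50 µg/mL and 11 higher at all 3 doses. With a log2 fold change over 1.5, HBMEC had 18 higher and 0 lower (1068 at an unadjusted p under 0.05) at 10 µg/mL, 456 higher and 244 lower at 30 µg/mL, 226 higher and 444 lower at 50 µg/mL and 17 higher and 0 lower at all 3 doses. hCMEC/D3 then had 3 higher at 10 µg/mL, 34 higher and 20 lower at 30 µg/mL, 54 higher and 56 lower at 50 µg/mL and 3 higher at all 3 doses. With DESeq2 and a fold change over 2, HBMEC had 43 higher and 1 lower at 10 µg/mL, 561 lower at 30 µg/mL, 651 higher and 967 lower at 50 µg/mL and 41 higher and 1 lower at all 3 doses. hCMEC/D3 then had 72 higher and 77 lower at 30 µg/mL, 106 higher and 220 lower at 50 µg/mL and 16 higher at all 3 doses. With DESeq2 and a log2 fold change over 1.5, HBMEC had 18 higher and 0 lower (1275 at an unadjusted p under 0.05) at 10 µg/mL, 826 higher and 288 lower at 30 µg/mL, 359 higher and 528 lower at 50 µg/mL and 18 higher and 0 lower at all 3 doses. hCMEC/D3 then had 6 higher at 10 µg/mL, 33 higher and 22 lower at 30 µg/mL, 56 higher and 70 lower at 50 µg/mL and 4 higher at all 3 doses. The counts at 10 µg/mL are small enough that a few genes near a limit move them. The cause of the moved counts was not tested beyond the settings named.

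With the experiment as a block, single genes changed side of adjusted p 0.05 as follows. In HBMEC at 10 µg/mL HMOX1 went from 0.155 to 0.00551 and GCLM from 0.0860 to 0.0284, and at 50 µg/mL ADAM8 from 0.0692 to 0.0484. In hCMEC/D3 AHRR at 10 µg/mL went from 0.188 to 0.00516 and NPTX1 from 0.878 to 1.05e-04, CDKN1A at 30 µg/mL from 0.166 to 0.0147 and TJP1 from 0.0680 to 0.0487, and JUP and ACTB at 50 µg/mL from 0.354 to 0.0119 and from 0.112 to 3.12e-04. In the interaction HMOX1 went from 0.132 to 0.0457, FTH1 from 0.0722 to 0.00375, CTNNA1 from 0.121 to 0.0393 and CLDN5 from 0.0480 to 0.0623. SFN, ANXA10, CDH5 and JAM3 changed side in 1 comparison each and NMRAL2P in 2.

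Of the lists, those that changed side with the block were the Figure 7A genes in HBMEC at 30 µg/mL, from 0.0327 to 0.0577, complement in hCMEC/D3 at 10 and 30 µg/mL, from 0.184 to 0.0200 and from 0.103 to 0.00380, and in the interaction, from 0.105 to 0.0144, collagen in hCMEC/D3 at 30 µg/mL, from 0.0651 to 0.0277, and kinesins in hCMEC/D3 at 10 and 50 µg/mL, from 0.0241 to 0.0569 and from 0.0266 to 0.0677. The block changed no other call at these genes and lists.

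With the estimated correlation between genes, adjusted p rose over 0.05 in hCMEC/D3 at 50 µg/mL for the cell cycle genes of Figure 5D (median -0.26, adjusted p 0.200), S phase (-0.22, 0.321) and G2/M (-0.29, 0.135), and between controls for the Figure 6D genes (0.30, 0.190). With fry the synapse genes between controls passed (median -3.45, adjusted p 0.0273). In HBMEC the lists of toxic response, AhR, NRF2, ferroptosis, cell cycle, S phase and G2/M held under all 3 tests.

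List medians changed sign as follows. Without the filter on low counts they were 0 for the chemokine genes in HBMEC at 50 µg/mL, -0.39 for the complement genes between controls and -0.14 for the Figure 6D genes, -0.034 for the ATF4 genes and 0.40 for the chemokine genes in the interaction. With at least 10 counts asked of every library they were 0.026 for the Figure S5 genes and 0.040 for the complement genes in HBMEC at 50 µg/mL, -0.0036 for the kinesin genes in hCMEC/D3 at 50 µg/mL and 0.055 for the endothelial genes, -0.0053 for the Figure 6D genes, 0.071 for the Figure 7A genes, 0.0012 for the chemokine genes and 0.18 for the metallothionein genes in the interaction. With the experiment as a block they were -0.094 for the synapse genes and -0.10 for the kinesin genes in hCMEC/D3 at 50 µg/mL and 0.10 for the chemokine genes in the interaction, and with the neural marker score 0.017 for the p53 genes and -0.028 for the kinesin genes in hCMEC/D3 at 50 µg/mL and -0.067 for the collagen genes in the interaction. PECAM1 in HBMEC went to -0.0061 with summed libraries and to -0.016 with summed libraries and a block.

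Leaving out single libraries, experiments, pairs or trios gave, in HBMEC, 36 to 155 genes higher and 0 to 52 lower at 10 µg/mL, 575 to 2087 higher at 30 µg/mL, and 36 to 136 higher and 0 to 51 lower at all 3 doses. The 0 genes lower at 10 µg/mL came without library 3, the 52 without libraries 5 and 6 at 30 and 7 at 50 µg/mL. At 30 µg/mL the 804 without library 5 was the lowest with a single library left out. In hCMEC/D3, leaving out single libraries or experiments gave 16 to 30 higher and 0 to 3 lower at 10 µg/mL, 101 to 237 lower at 30 µg/mL and 324 to 1135 lower at 50 µg/mL, and leaving out experiments 16 to 22 higher and 0 to 1 lower at all 3 doses, against 21 to 30 and 0 to 1 with single libraries left out. The interaction had 571 to 974 genes with a higher response in HBMEC.

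Log2 fold changes of genes whose call or sign changed in any of these fits ranged as follows. In HBMEC at 50 µg/mL they were AFDN 0.083 to 0.16, CLDN5 0.28 to 0.67 and PECAM1 -0.050 to 0.15. In hCMEC/D3 at 50 µg/mL they were CDKN1A 0.53 to 0.78, CDKN2A -0.33 to -0.21, CDKN2B -0.16 to -0.076, CXCL8 0.39 to 1.26, DRD4 -0.71 to 1.40, NPTX1 0.75 to 1.03, RPS13 -0.12 to 0.089 and TJP1 -0.23 to -0.051. Between controls it was AFDN -0.0047 to 0.089. With single libraries left out, AFDN in HBMEC passed adjusted p 0.05 without library 7 (0.0435), 10 (0.0499) or 24 (0.0390). CXCL8 in hCMEC/D3 lost it without library 25 (0.0798), 26 (0.0694), 31 (0.0963), 32 (0.0954), 39 (0.0533), 41 (0.0779) or 42 (0.0833). Without library 40, DRD4 and RPS13 in hCMEC/D3 went to -0.16 and 0.01.

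Medians of lists whose call or sign changed when an experiment was left out were, in HBMEC at 50 µg/mL, -0.60 to 1.50 for the synapse genes, -0.17 to 0.15 for the complement genes, -0.021 to 0.11 for the heat shock genes and 0.13 to 0.15 for the p53 genes. In hCMEC/D3 at 50 µg/mL they were -0.18 to -0.044 for the endothelial genes, -3.53 to 1.76 for the synapse genes, -0.12 to -0.032 for the Figure 6D genes, -0.21 to -0.16 for the Figure S5 genes, -0.31 to -0.11 for the S phase genes, -0.27 to -0.0089 for the centromere genes, -1.27 to -0.022 for the collagen genes, -0.22 to 0.062 for the kinesin genes, -0.13 to -0.027 for the ribosomal protein genes, -0.14 to -0.093 for the cholesterol synthesis genes, -0.99 to -0.12 for the complement genes, -0.94 to -0.79 for the interferon genes and -0.27 to 0.11 for the p53 genes. Between controls they were 0.26 to 0.58 for the NRF2 genes, -0.72 to -0.59 for the Figure S5 genes, 0.18 to 0.29 for the cholesterol synthesis genes and -0.034 to 0.14 for the complement genes, and in the interaction -0.26 to 0.16 for the ferroptosis genes, -0.13 to 0.033 for the endothelial genes, -0.16 to 3.05 for the synapse genes, -0.040 to 0.040 for the Figure 6D genes, 3.79 to 4.18 for the Figure S2 genes, -0.44 to 0.085 for the chemokine genes, -0.31 to 0.63 for the collagen genes, -0.060 to 0.21 for the metallothionein genes, -0.10 to -0.037 for the ATF4 genes, 0.19 to 0.63 for the complement genes, -0.19 to 0.30 for the interferon genes and 0.036 to 0.33 for the p53 genes.

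Besides the counts, 167 single genes and lists were followed through these settings, and 80 of them changed call or direction at least once, 79 values losing and 37 gaining a call and 54 changing sign, of 2799 in all. The estimated correlation took the call from 33 of 84 list values. DESeq2, its size factors and the block changed none of 83 results for single genes at 50 µg/mL and between controls. These are for genes the text of the paper names, and for the 5 largest rises and falls in the cell type they were picked in. DESeq2 has no list test, and the list tests were not run on summed libraries, so those settings give no value there.

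Depth limits what can be said of genes near the floor. IL1B in HBMEC, GJA4 and GJA5 in hCMEC/D3, MIR222, DRD4 and NTF4 were dropped by the filter on low counts, and 8231316 counts in the shallowest library at 50 µg/mL in HBMEC set the level at which a count of 0 is informative.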

Differences from the paper's values

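The paper gives 15 genes higher at all 3 doses in hCMEC/D3, against 26 here. Of the alternatives set before the data were examined, leaving out an experiment came within 1.5 times of it, with 16, 22 and 22 genes without experiments 1, 2 and 3. Leaving out library 25, 35, 36 or 42 did too, with 22, 22, 21 and 22. The others did not, among them DESeq2 with 37, the block with 42, and glmTreat with 4. A limit of 2-fold, chosen after seeing the values, gave 11 in edgeR and 16 in DESeq2.

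For genes lower at 50 µg/mL in HBMEC the paper gives 895, against 1620 here. Of the alternatives set before the data were examined, at least 10 counts in every library gave 1333 and glmTreat 803, and none of the others closed the gap. The limit of 2-fold, chosen after seeing the values, gave 842 in edgeR and 967 in DESeq2. In hCMEC/D3 the paper gives 220, against 472 here. Summing the libraries of an experiment gave 151 and leaving out experiment 3 gave 324, and none of the other alternatives set before the data were examined closed the gap. The limit of 2-fold, chosen after seeing the values, gave 183 in edgeR and 220 in DESeq2, the latter the number of the paper.

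The p value of TJP1 in hCMEC/D3 at 50 µg/mL is 0.056 in the paper, which does not say whether it is adjusted. Here the unadjusted p was 0.0252 and the adjusted p 0.107 in edgeR. Of the alternatives set before the data were examined that were set beside it, DESeq2 gave an adjusted p of 0.0560, which is the value of the paper, and the experiment as a block gave 0.0860. Over all alternatives that keep every library the adjusted p ran from 0.0163 to 0.414.

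The counts that follow for the paper were added up from the Venn diagrams and read by eye. In HBMEC, genes higher at 50 µg/mL were about 630 in Fig. 3A of the paper, read by eye, against 1300 here, and glmTreat gave 469. At 30 µg/mL they were about 270 in Fig. 3A of the paper, read by eye, against 1312 here, and glmTreat gave 313. Genes lower at 30 µg/mL were about 500 in Fig. 5A of the paper, read by eye, against 1064 here, and glmTreat gave 441. None of the other alternatives set before the data were examined closed these 3 gaps. The limit of 2-fold, chosen after seeing the values, gave 511 and 651 higher at 50 µg/mL and 499 and 561 lower at 30 µg/mL in edgeR and DESeq2, and left the gap at 30 µg/mL for higher genes, with 701 and 1093.

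In hCMEC/D3, genes higher at 50 µg/mL were about 110 in Fig. 3B of the paper, read by eye, against 255 here. Of the alternatives set before the data were examined, glmTreat gave 75 and none of the others closed the gap, while the limit of 2-fold, chosen after seeing the values, gave 101 in edgeR and 106 in DESeq2. At 30 µg/mL they were about 75 in Fig. 3B of the paper, read by eye, against 157 here. Summed libraries gave 67, none of the other alternatives set before the data were examined closed the gap, and the limit of 2-fold, chosen after seeing the values, gave 77 in edgeR and 72 in DESeq2. At 10 µg/mL they were about 17 in Fig. 3B of the paper, read by eye, against 26 here. The size factors of DESeq2 gave 25, only the 2 groups compared 24, leaving out experiments 16, 22 and 22, and leaving out library 25, 26, 27, 35, 36 or 42 gave 22, 23, 25, 24, 21 and 23. None of the other alternatives set before the data were examined closed that gap, and 2 chosen after seeing the values did, the marker score as a covariate with 25 and DESeq2 with a limit of 2-fold with 18. Genes lower at 30 µg/mL were about 80 in Fig. 5B of the paper, read by eye, against 175 here. Only the 2 groups compared gave 118, leaving out experiment 2 or 3 gave 117 and 101, and leaving out library 25 or 45 gave 108 and 112. None of the other alternatives set before the data were examined closed that gap, and the limit of 2-fold, chosen after seeing the values, gave 61 in edgeR and 77 in DESeq2.

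Some statements of the paper on genes and directions differ from the values here. The paper limits the changes of CDKN1A and E2F2 at 50 µg/mL to HBMEC, while in hCMEC/D3 CDKN1A 0.69 (adjusted p 0.00960) and E2F2 -0.93 (adjusted p 0.00232) were called in edgeR. With adjusted p over the alternatives that keep every library the ranges were 1.06e-04 to 0.156 and 5.24e-05 to 0.0804.

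The paper describes all falls as dependent on dose, while 79.8% of the lower genes in HBMEC and 87.1% in hCMEC/D3 fell at every step. It names CYP1A1 among genes that rise with dose in both cell types, and the mean in HBMEC was 337 CPM at 30 and 257 at 50 µg/mL, and that of NQO1 in hCMEC/D3 1227 and 1211. For CYP1A1, library 8 held 73.5 CPM at 50 µg/mL against at least 263.5 in each other library there. The authors left out HBMEC libraries at both of these doses, so the order of CYP1A1 in theirs is not known. The order of NQO1 rests on library 40, with 910 CPM at 50 µg/mL against at least 1241 in each other library there. The paper names IL1B as rising in both, and in HBMEC the adjusted p at 50 µg/mL without the filter was 0.552 in edgeR and 0.527 in DESeq2. It describes a slight fall of GJA4 and GJA5 in hCMEC/D3, where no library held more than 2 counts of GJA4 or 1 of GJA5. It names a p53 transcription gene network as raised in hCMEC/D3 only. The list of p53 targets used here had a median of -0.04 there (camera adjusted p 0.896). That list is not the gene set of the paper, so it cannot decide on that network.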

Other observations

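The tests of expression of the synapse genes by hCMEC/D3 itself, of DRD4 and of the marker score as a covariate were chosen only after the values had been seen. All other tests here were set before their own values were known.

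The transcript of IL-8, CXCL8, is not reported in the paper. In HBMEC it went from 14.9 (SD 3.56) to 29.6 (SD 5.20), 131 (SD 141) and 88.1 (SD 100) CPM, log2 fold change at 50 µg/mL 2.69 (SE 0.63, adjusted p 0.00110) in edgeR, higher in 3 of 3 experiments, with adjusted p from 3.79e-05 to 0.0296 over the alternatives that keep every library. Without library 8 the mean at 50 µg/mL was 47.2 CPM and the log2 fold change 1.70. In hCMEC/D3 it went from 77.0 (SD 30.7) to 104 (SD 15.0), 146 (SD 47.5) and 130 (SD 52.8) CPM, 0.80 (SE 0.26, adjusted p 0.0365), with adjusted p from 0.00273 to 0.257, and the call was lost without library 25, 26, 31, 32, 39, 41 or 42, with adjusted p up to 0.0963. In controls HBMEC held less than hCMEC/D3, -2.30 (adjusted p 1.23e-06), and the interaction was 1.89 (adjusted p 0.0268). The interaction includes library 8, without which the HBMEC change was 1.70, so its size depends in part on that library.

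The synapse genes higher in hCMEC/D3 controls vary widely between those libraries. A hypothesis for this is RNA of neurons and astrocytes in part of the libraries. It was tested with a list of 6 astrocyte markers, GFAP, AQP4, MLC1, SLC1A2, FABP7 and GPM6B, and 8 neuron markers, NEFL, NEFM, STMN2, GAP43, DCX, ELAVL4, SNAP25 and SYT1, scored as their mean log2 CPM. The study picked 0 of these 14 for its figures, and 0 are in the other lists used here. HBMEC themselves express 1 of them, SYT1, with 20.9 to 24.7 CPM in controls.

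The abundant markers reached high levels. In hCMEC/D3 controls the mean was 96.8 CPM for GFAP, 90.9 for NEFL and 48.8 for STMN2, with GFAP from 3.46 to 362, NEFL from 2.50 to 373.5 and STMN2 from 1.43 to 184.8. Library 40 held 440 CPM of GFAP and 425.3 of NEFL. In HBMEC controls GFAP was 7.59 (1.08 to 20.7) and NEFL 7.09 (0.741 to 18.7), but library 5 at 30 µg/mL held 222.4 of GFAP and 232.5 of NEFL. Genes outside the markers stood apart too. COL1A1 was 1752 CPM in library 5, against at most 124.7 in the other HBMEC libraries. In hCMEC/D3 it was 2367, 2767 and 2732 CPM in libraries 40, 41 and 46, and library 46 had a score of only 1.66. HBB reached 352.8 CPM in HBMEC library 24 and 196.5 in library 12. A source other than neurons and astrocytes was not tested.

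If the hypothesis holds, other abundant genes of neurons and astrocytes follow the score. Over 13 such genes not used in it, the median Pearson r was 0.973 over the 24 hCMEC/D3 libraries, with 13 over 0.7, and 0.939 over the 24 HBMEC libraries, with 12 over 0.7. Astrocyte and neuron markers followed each other with r = 0.992 in hCMEC/D3 and 0.986 in HBMEC. Across genes, which are not independent replicates, the log2 slopes on the level of the markers in HBMEC and in hCMEC/D3 had r = 0.997, which a common source in both cell types needs, although sources of the same tissue that are separate would give it too.

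Over 7 synapse genes labelled in Figure 6A the median r with the score was 0.956 in hCMEC/D3, with 0.906 to 0.983 in SYP, GRIA4, GRIN1, SYN3 and SV2B. Expression of these 5 by hCMEC/D3 itself is argued against as the main source, since a level set by the cells would not follow the score. For DRD4 the source stays open, as its counts are few and the values go both ways. Libraries 25, 36, 47 and 48 of hCMEC/D3, with scores of -0.31, -1.76, -1.13 and -1.31, still held 22, 8, 9 and 14 counts of it. No HBMEC control held more than 3. Neural RNA alone would not leave such counts, while DRD4 also followed the score. In hCMEC/D3 it had Pearson r = 0.603, permutation p 0.00170, Spearman rho 0.659, permutation p 6.60e-04, an adjusted p of 0.00204 over 18 relations, and r was 0.630 without the 2 farthest libraries and 0.549, 0.717 and 0.670 within experiments 1, 2 and 3. In HBMEC it had Pearson r = 0.558, permutation p 0.00481, Spearman rho 0.462, permutation p 0.0250, an adjusted p of 0.00541, and r was 0.330 without the 2 farthest libraries and 0.379, 0.921 and 0.523 within experiments 1, 2 and 3. NTF4 did not follow the score in hCMEC/D3, with Pearson r = 0.0378, permutation p 0.860, Spearman rho -0.0775, permutation p 0.719, an adjusted p of 0.860, and r was -0.152 without the 2 farthest libraries and 0.0759, 0.653 and -0.527 within experiments 1, 2 and 3. Neural RNA may therefore contribute to the higher level of these 5 genes in hCMEC/D3 controls, as a hypothesis found and tested on the same data. How it would have come into the libraries, as cells, RNA or reads, was not tested, and the difference of cell type stays open for the rest.

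With the marker score as a covariate, 860 genes were called in hCMEC/D3 at 50 µg/mL, against 727 without it. At 30 µg/mL 284 genes were lower with it, against 175. Whether neural RNA adds spread and so hides changes stays open, since the number moved the way this needs, but by less than 1.5 times at 50 µg/mL, and a covariate that takes up spread of another source would raise it too.

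Other splits of the same libraries were drawn with each experiment divided evenly between the 2 sets, 100 per comparison with the true one included. As many genes as in the true split were called in 1 of 100 splits for HBMEC at 10 µg/mL (97 genes, higher and lower), 30 µg/mL (2376, at most 1307 in another) and 50 µg/mL (2920, at most 1485), for hCMEC/D3 at 10 µg/mL (28, and 0 in all others) and 30 µg/mL (332, at most 66), for the controls of HBMEC against hCMEC/D3 (6391, at most 2045), for the interaction (1788, at most 975), and for the linear trends in HBMEC (8317, at most 7230) and hCMEC/D3 (3327, at most 3080). In 20 further splits of each comparison of 2 groups that did not divide the experiments evenly, 0 gave as many.

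For hCMEC/D3 at 50 µg/mL, 4 of 100 splits gave as many genes as the true one, 727, with 1877 at most. The other 3 follow the marker score, with a difference between their sets of at least 2.88 on the log2 scale where the true split has 0.816, and with the score as a covariate the true split has 860. Genes called at all 3 doses were as many in 1 of 100 relabellings of dose within experiments for HBMEC (91 genes, and 0 in all others) and in 2 of 100 for hCMEC/D3 (27, with 1243 at most). As large an absolute median was reached by 1 of 100 splits for the cell cycle genes in HBMEC at 50 µg/mL, 4 of 100 in hCMEC/D3, and 1 of 100 for the NRF2 genes in each cell type.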
